# Distinct transcriptional responses elicited by unfolded nuclear or cytoplasmic protein in mammalian cells

**DOI:** 10.7554/eLife.07687

**Published:** 2015-08-28

**Authors:** Yusuke Miyazaki, Ling-chun Chen, Bernard W Chu, Tomek Swigut, Thomas J Wandless

**Keywords:** unfolded protein response, protein quality control, chaperone, cellular stress response, neurodegenerative disease, mouse

## Abstract

Eukaryotic cells possess a variety of signaling pathways that prevent accumulation of unfolded and misfolded proteins. Chief among these is the heat shock response (HSR), which is assumed to respond to unfolded proteins in the cytosol and nucleus alike. In this study, we probe this axiom further using engineered proteins called ‘destabilizing domains’, whose folding state we control with a small molecule. The sudden appearance of unfolded protein in mammalian cells elicits a robust transcriptional response, which is distinct from the HSR and other known pathways that respond to unfolded proteins. The cellular response to unfolded protein is strikingly different in the nucleus and the cytosol, although unfolded protein in either compartment engages the p53 network. This response provides cross-protection during subsequent proteotoxic stress, suggesting that it is a central component of protein quality control networks, and like the HSR, is likely to influence the initiation and progression of human pathologies.

**DOI:** http://dx.doi.org/10.7554/eLife.07687.001

## eLife digest

The majority of cellular proteins must be folded into a precise shape to work correctly. But when cells experience stressful conditions such as high temperatures and harmful chemicals, proteins start misfolding or even completely unfold. Misfolded proteins can be highly toxic. As a result, cells use several different groups of molecules that work together in pathways to both detect and then refold incorrectly folded proteins.

Protein misfolding has mainly been studied under extreme experimental conditions that cause hundreds of different proteins to misfold at the same time. In 2006, researchers developed a technique that can be used to switch a protein between a folded and an unfolded state. Now, Miyazaki et al.—including several of the researchers involved in the 2006 work—have used this technique to investigate how a cell responds when a single protein unfolds. The sudden appearance of the unfolded protein increased the expression of several genes. Some of these genes are part of known pathways, but the majority were not known to respond to protein-folding stress. The cell also reacts differently depending on whether the unfolded protein is made in the cell nucleus, or the cytosol (the fluid that surrounds the nucleus and other cellular components).

Miyazaki et al. discovered that a network of molecules controlled, in part, by a protein called p53 activates the response to unfolded proteins in either the nucleus or the cytosol. Cells that activated this network were also better able to protect themselves from further stress. This newly discovered pathway is likely to play an important role in monitoring the quality of the proteins made in the cell. The next step involves identifying the cellular sensor(s) that recognize the unfolded protein as well as the transcription factors that are responsible for increasing gene expression. With a more complete picture of this new response, it will be possible to knock-out specific pathways to determine their roles.

**DOI:** http://dx.doi.org/10.7554/eLife.07687.002

## Introduction

The life of a cell is characterized by homeostasis, where a constant input of energy is required to balance the synthesis and degradation of the molecules that are essential for viability. This is a difficult balancing act under ideal conditions, but cells are often not so lucky. Rather, sources of stress ranging from radiation to exogenous chemical and biological agents and even chemical byproducts of primary metabolism can cause damage to critical molecules (Balaban et al., 2005). To counteract these insults, cells have evolved surveillance mechanisms to detect damage, allowing them time to repair the damage or to otherwise adapt to stress (Stoecklin and Bukau, 2013). For example, the integrity of the genome is important for cellular viability, and it is closely monitored (Ciccia and Elledge, 2010). When DNA damage is detected, one or more cellular checkpoints are activated to allow the cell time to repair the damage, or in the case of multicellular organisms, initiate apoptosis if the damage is too severe to repair (Jackson and Bartek, 2009). Similarly, the spindle assembly checkpoint ensures that mitosis does not proceed until each sister chromatid is productively engaged by microtubules at its kinetochore (Foley and Kapoor, 2013). Defects in either of these quality control (QC) surveillance mechanisms lead to genomic instability and frequently drive human pathologies such as cancer (Sperka et al., 2012).

Proteins are equally important to cellular viability. In the past several decades, studies in organisms from bacteria to humans have revealed that cells broadly monitor protein QC during translation as well as after mature proteins have entered the proteome (Chen et al., 2011; Wolff et al., 2014). Damaged proteins are typically degraded by either the ubiquitin-proteasome system (UPS) or through autophagy, although we still lack a clear understanding of how cells detect damaged proteins and how they decide to either refold or degrade these substrates if refolding is not productive (Wong and Cuervo, 2010). However, it is clear that disruptions to the protein-folding environment trigger cellular stress responses that mitigate the effects of the misfolded or unfolded proteins (Vabulas et al., 2010; Walter and Ron, 2011; Nargund et al., 2012). Not surprisingly, the inability to mount these stress responses is correlated with decreased cellular fitness, especially under conditions of protein-folding stress (Morimoto, 2011). Failure to refold or degrade unfolded or misfolded proteins is detrimental to the health of cells and organisms and is linked to a multitude of human diseases (Morimoto, 2008; Knowles et al., 2014).

The first of the protein stress responses to be described was the heat shock response (HSR) in 1962, although it was another 20 years before the sensor, the transcription factor HSF1, was identified (Ritossa, 1962; Parker and Topol, 1984; Wu, 1984). The HSR provided the first molecular mechanism for a cellular response to proteotoxic stress, in this instance presumably triggered by thermally unfolded proteins. A decade passed before Walter and colleagues discovered a second unfolded protein response activated by misfolded proteins in the secretory pathway (Cox et al., 1993). This unfolded protein response, called the erUPR (Unfolded Protein Response), induces the transcription of genes involved in helping proteins fold or otherwise restoring the secretory pathway to a state that is conducive to protein homeostasis (Walter and Ron, 2011). The erUPR also resets protein translation, reducing the synthesis of additional proteins when the environment is not conducive to proper folding (Harding et al., 2000). More recently, Ron and Haynes have characterized a conceptually similar unfolded protein response in mitochondria (mitoUPR) (Haynes et al., 2007).

One common feature of these three protein-folding stress responses is that they induce the transcription of genes involved in mitigating the effects of stress. The HSR induces protein chaperones to assist in refolding (Vabulas et al., 2010). The erUPR induces the production of ER-resident chaperones as well as biosynthetic genes that lead to the expansion of the ER, and the mitoUPR induces the transcription of Hsp60 and other nucleus-encoded mitochondrial genes to maintain homeostasis (Walter and Ron, 2011; Pellegrino et al., 2014).

A second common feature of these stress response pathways is that they are typically studied using extreme, often non-physiological perturbations such as transferring a plate of cultured cells to a higher temperature or treating cells with high concentrations of Dithiothreitol (DTT) or other drugs that dramatically disrupt the folding environment in the secretory pathway (e.g., tunicamycin or thapsigargin) or in the mitochondria (e.g., ethidium bromide) (Oslowski and Urano, 2011; Nargund et al., 2012). All of these perturbations result in the misfolding of hundreds or thousands of different proteins and likely other biomolecules as well. Nevertheless, despite the indiscriminate nature of these perturbants, they have been extremely useful in allowing us to discover and study these fundamental stress response pathways.

Our interest in this area was sparked by a simple question: are mammalian cells sensitive to the appearance of one, specific unfolded protein? And if so, does the materialization of this unfolded protein elicit a response that helps cells eliminate or adapt to this stressor? We used engineered proteins whose folding state can be controlled using a cell-permeable small molecule to rapidly create a single unfolded protein in mammalian cells, and herein, we report that the appearance of unfolded protein elicits a co-ordinated transcriptional response that is distinct from the HSR and the other UPRs. Cells that trigger this response are more resistant than unstressed cells when challenged with other protein-folding stressors. Finally, the creation of unfolded protein in the nucleus elicits a response that is distinct from the response to unfolded cytosolic protein.

## Results

### Creating a single unfolded protein

We previously developed a technique to regulate the expression level of any protein-of-interest in living cells using a cell-permeable small molecule (Banaszynski et al., 2006). We started by screening a library of genes encoding mutants of the human FKBP12 protein to identify mutants whose metabolic stability could be regulated by a high-affinity ligand called Shield-1 (S1). These mutants are called destabilizing domains (DDs). In the absence of S1, the DDs are ubiquitylated and degraded by the proteasome, whose processivity ensures the degradation of any fused partner proteins (Egeler et al., 2011). We have similarly engineered *Escherichia coli* dihydrofolate reductase (ecDHFR) and the ligand-binding domain of the human estrogen receptor to behave as DDs using ligands such as trimethoprim and tamoxifen to regulate protein stability (Iwamoto et al., 2010; Miyazaki et al., 2012). Others have begun to apply these tools to study a wide range of biological processes (Raj et al., 2013, 2014; Beck et al., 2014; Razooky et al., 2015).

The DDs are not well folded in the absence of their stabilizing ligands (Egeler et al., 2011). NMR spectroscopy of several FKBP-derived DDs revealed that their capacity to induce degradation in cells correlates with their degree of unfolding in vitro. Complementary urea denaturation studies revealed that DDs sample unfolded conformations to different extents, but all of the DDs are strongly stabilized by the addition of S1. These mechanistic studies suggest that DDs extensively sample an unfolded conformational state when expressed in cells. Importantly, this unfolded conformation does not irreversibly aggregate, but rather equilibrates between unfolded and folded states, permitting S1 to stabilize the folded conformation. Unfolded DDs are recognized by the cellular QC machinery and targeted for degradation through ubiquitylation (Egeler et al., 2011; Chu et al., 2013). However, S1 binding prevents the DDs from sampling the unfolded state, thus, rescuing DDs from degradation. Therefore, we use S1 as a small molecule switch to toggle DDs expressed in cells between folded and unfolded states with a high degree of temporal control.

We took advantage of this unique conditional behavior to characterize the response mounted by mammalian cells to a single unfolded protein species. We stably introduced cDNA encoding the FKBP-derived L106P DD fused to superfolder Green Fluorescent Protein (GFP) (DD-GFP) fusion protein into NIH3T3 fibroblasts (Pédelacq et al., 2006). Fluorescence-activated cell sorting (FACS) was used to select those cells expressing high amounts of DD-GFP fusion protein. We maintained the stabilizing S1 ligand in culture media at all times to avoid either stressing the cells with unfolded protein or forcing the cells to adapt to the presence of unfolded protein. To initiate the stress, S1 was withdrawn to create the unfolded DD (Figure 1A). We harvested cells 45, 135, and 405 min following S1 withdrawal, isolated mRNA, and analyzed changes in the transcriptome using mRNA-seq. Changes in transcription are a hallmark of the known protein homeostatic stress responses (de Nadal et al., 2011).

**Figure 1.**
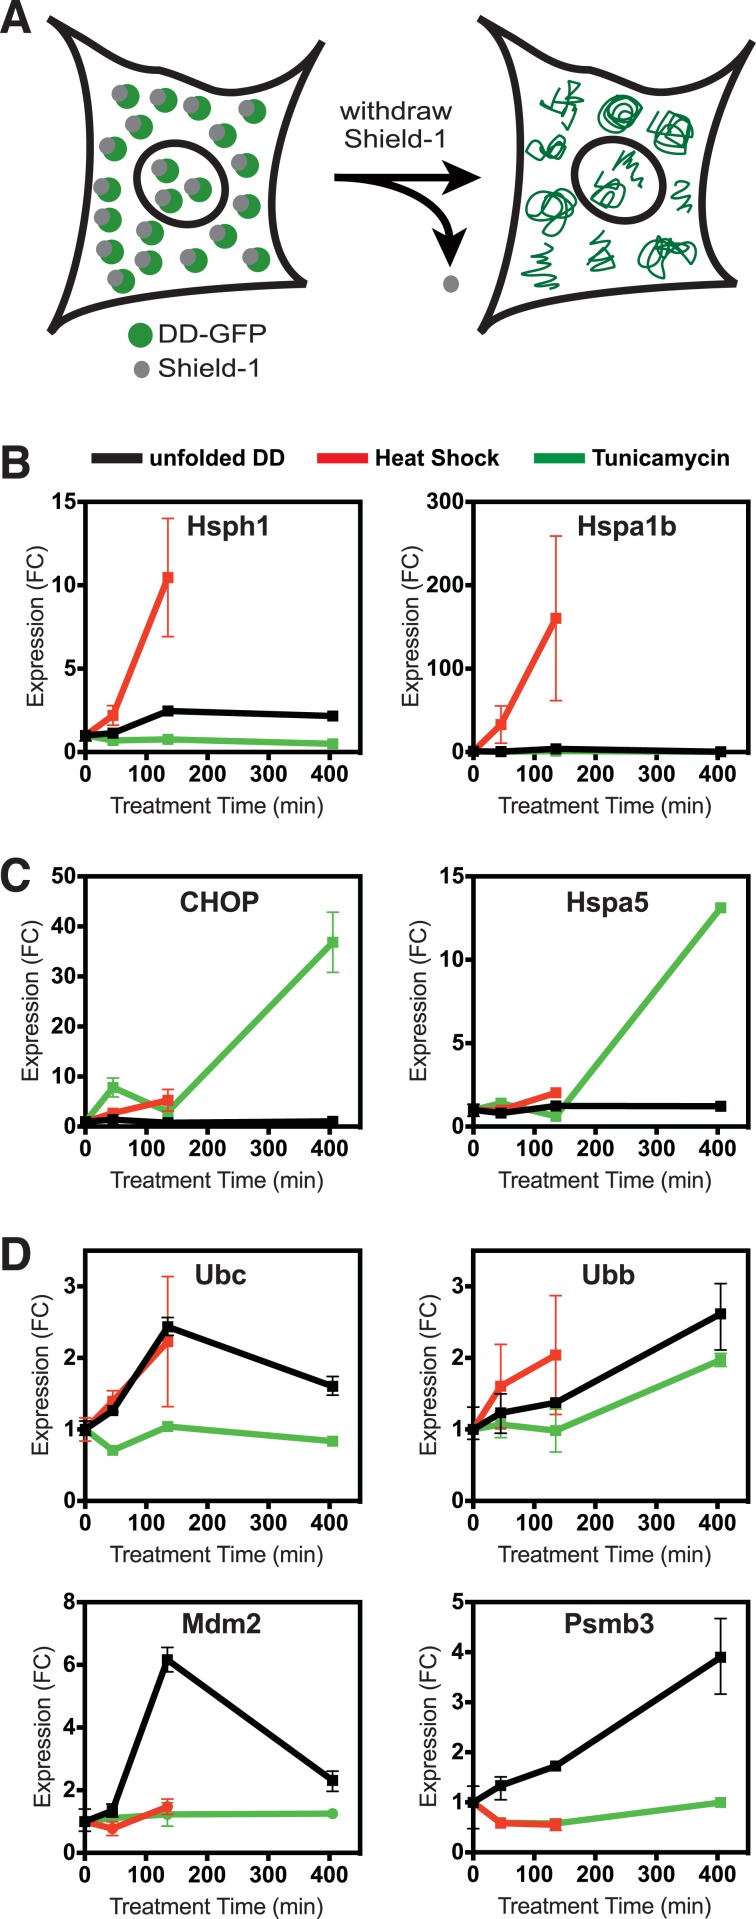
Unfolded DD induces transcriptional response. (**A**) Schematic representation of the strategy used to create a unfolded protein in cells using the destabilizing domain (DD). (**B**–**D**) Changes in transcript levels measured by mRNA-seq are shown for genes that respond strongly to heat shock (HS) (panel **B**), tunicamycin (panel **C**), and the appearance of the unfolded DD (panel **D**). Transcript levels are shown relative to unperturbed cells. FC = fold-change. **DOI:** http://dx.doi.org/10.7554/eLife.07687.003

**Figure 1—figure supplement 1.**
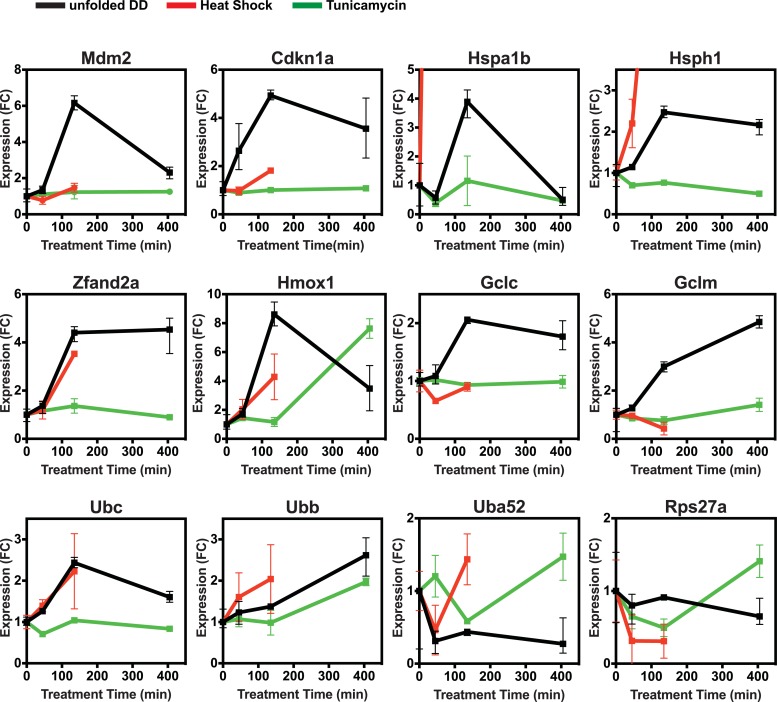
Unfolded DD responsive genes from mRNA-seq. Changes in transcript levels measured by mRNA-seq are shown for genes that respond strongly to HS (red), tunicamycin (green), and the appearance of the unfolded DD (black). Transcript levels are shown relative to unperturbed cells. FC = fold-change. **DOI:** http://dx.doi.org/10.7554/eLife.07687.004

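Of the further genes of this figure supplement, Cdkn1a, Zfand2a and Hmox1 were induced at 135 min of HS. Cdkn1a (chromosome 17 of mm9, 29230717 to 29237667) had 161 ± 16.3 against 92.3 ± 4.45 CPM (SD, n = 3), a log2 fold change of 0.80 (standard error 0.182, adjusted p = 0.0405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zfand2a (chromosome 5, 139947171 to 139960445) had 159 ± 10.7 against 47.2 ± 1.28 CPM (SD, n = 3), a log2 fold change of 1.76 (standard error 0.179, adjusted p = 0.00792, edgeR). Hmox1 (chromosome 8, 77617517 to 77624491) had 422 ± 143 against 104 ± 13.9 CPM (SD, n = 3), a log2 fold change of 2.02 (standard error 0.294, adjusted p = 0.0159, edgeR), and at 405 min of tunicamycin 817 ± 69.0 against 106 ± 13.6 CPM (SD, n = 3), a log2 fold change of 2.94 (standard error 0.153, adjusted p = 1.18e-05, edgeR). Leaving out 1 culture lost the HS call in 4 of 6 fits for Cdkn1a and in 3 of 6 for Zfand2a and Hmox1, and in none for Hmox1 at 405 min of tunicamycin. Gclc, Gclm and Rps27a passed the threshold in none of the 5 comparisons with the reference. Rps27a, whose pseudogenes make its counts uncertain, varied widely between replicates, from 207 to 555 CPM in the reference of the HS comparison at 45 min. After blocking on the replicate number, as paired by the labels, the log2 fold change of Cdkn1a, HS 135 min, was 0.79 (adjusted p = 0.17, edgeR), the log2 fold change of Zfand2a, HS 135 min, was 1.75 (adjusted p = 0.139, edgeR) and the log2 fold change of Hmox1, HS 135 min, was 1.97 (adjusted p = 0.143, edgeR), while the log2 fold change of Hmox1, Tu 405 min, was 2.95 (adjusted p = 0.00049, edgeR). Same-numbered samples correlated at -0.157 for HS at 135 min and at -0.0633 for tunicamycin at 405 min.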

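For the erUPR control, mRNA-seq data were analysed from 3 cultures of DD-GFP-expressing NIH3T3 cells at each of 45, 135 and 405 min after tunicamycin was added. NIH3T3 is an established line of mouse fibroblasts, and tunicamycin blocks the N-linked glycosylation of proteins entering the endoplasmic reticulum, so that they misfold there. The legend of Figure 3A gives the tunicamycin concentration as 5 µM, whereas Supplementary file 2 writes 5 mM. The authors purified poly(A) RNA, sequenced it, aligned the reads to the mm9 mouse genome and counted them on RefSeq genes with the DNAnexus platform. For each culture they deposited an estimated count of reads on each of 20207 genes, with an RPKM value and the gene's position. The total counted on genes was 57840331, 66478268 and 44046381 reads in the 3 cultures at 45 min (tunicamycin), 43438605, 48972510 and 33415592 at 135 min, and 62941548, 58771359 and 57407105 at 405 min. A level of 3 reads, taken as the smallest that a library can show, corresponded to between 0.0451 and 0.0898 CPM (reads on a gene scaled to a common library size) over the 18 samples used, and this floor covers counting error only. The estimated counts, of which 17.7% to 23.2% of the low values in each library were not whole, were rounded to whole numbers before testing.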

As an experimental control, samples of the DD-GFP-expressing cells were treated with tunicamycin to initiate the UPR in the secretory pathway (erUPR), and cells were harvested at the same timepoints for mRNA-seq analysis. As an additional control for the HSR, DD-GFP-expressing cells were shifted from 37°C to 42°C and analyzed by mRNA-seq at 45 and 135 min. 

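The HSR control comprised 3 cultures at 45 min and 3 at 135 min after the shift to 42°C. The files hold the same kinds of values as for tunicamycin, with totals of 59694649, 54261116 and 65532785 reads on genes at 45 min and 61777192, 54780828 and 62291185 at 135 min. Because 7732 to 7733 genes stand in another order in 3 of the 18 files, values were joined by gene name. No pair of replicates differed by as little as sampling noise, since the chi-square statistic per degree of freedom between replicates lay between 16.1 and 892.3 over 11142 genes. All replicates were therefore counted as separate samples. Replicates were less alike under HS than in most other groups, with a correlation of log2 CPM across genes as low as 0.902 between replicates 2 and 3 at 45 min and 0.903 between replicates 1 and 2 at 135 min. Across all 6 groups, 73.9% of the spread within groups lay along a single axis of genes, and the weight of a gene on it followed the GC content of its transcript (Spearman's rho 0.70 across genes, which are not independent replicates).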

Heat-shocked cells were not analyzed at 405 min due to significant lethality. For both erUPR- and HSR-control samples, S1 was maintained throughout the experiment. The DD-GFP-expressing cells were exposed to the three conditions (unfolded DD, heat shock (HS), and tunicamycin), and mRNA-seq was used to quantify changes in transcript levels relative to the reference sample of DD-GFP-expressing cells in which the S1 ligand was not withdrawn. 

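The reference sample consisted of 3 cultures that kept S1, the ligand that holds the DD folded, at 37°C and without tunicamycin, with totals of 40134634, 53424821 and 41396793 reads on genes. Cultures in which the DD was unfolded are not analysed here, and wherever genes responding to unfolded DD are mentioned beside the data, the lists are the paper's. Each stressed group of 3 was compared with the 3 reference cultures by edgeR's quasi-likelihood test on counts scaled by TMM normalization. The tests covered the 12731 genes with at least 1 read in every one of the 18 samples, following the paper's removal of genes with a read count of zero. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called induced or repressed, after the threshold in the paper's methods, whose text names edgeR but not which of its tests was used. The replicate numbers 1, 2 and 3 recur in each group of the sample labels, so that every comparison was also made with the replicate number as a block. The block uses up degrees of freedom, of which 3 against 3 samples leave few. A call lost with it can therefore reflect lost power and need not mean a smaller change. Deviations from the group means did not pair the samples in one direction. The mean correlation across genes between samples of the same number was 0.166 for HS at 45 min against the reference and -0.157 at 135 min, and between samples of different numbers it was -0.123 and 0.117. For tunicamycin at 45, 135 and 405 min, the correlation between samples of the same number was -0.173, 0.308 and -0.0633, against 0.120, -0.119 and 0.0281 between samples of different numbers.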

To identify any spurious effects that might arise from treating cells with S1, NIH3T3 cells were transduced with cDNA encoding superfolder GFP alone (Maynard-Smith et al., 2007). These cells were treated with S1 in the same manner as the DD-GFP-expressing cells, and mRNA-seq was performed at the same timepoints.

Cells incubated at 42°C showed strong induction of canonical heat-shock genes such as Hsph1 and Hspa1b (Figure 1B), confirming that this exposure causes them to mount an HSR (Murray et al., 2004). Similarly, treatment with tunicamycin induced expression of known erUPR genes such as *Hspa5*/*Bip* and *Ddit3*/*Chop* (Figure 1C) (Murray et al., 2004). 

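Hsph1, which encodes a heat-shock chaperone and lies on chromosome 5 of mm9 from 150419420 to 150438890, had 197 ± 37.8 CPM in the reference (SD, n = 3). At 45 min of HS it had 421 ± 118 CPM (SD, n = 3), a log2 fold change of 1.10 with a standard error of 0.286, and did not pass the threshold (adjusted p = 0.227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 135 min its level was 1972 ± 722 CPM (SD, n = 3), a log2 fold change of 3.33 (standard error 0.351, adjusted p = 0.00792 from the same edgeR test). Hspa1b, on chromosome 17 from 35093374 to 35096183, rose from 5.61 ± 0.461 CPM in the reference to 178 ± 119 at 45 min (SD, n = 3), a log2 fold change of 4.99 (standard error 0.661, adjusted p = 0.192, edgeR with Benjamini-Hochberg adjustment). Its level at 135 min was 849 ± 515 CPM (SD, n = 3), a log2 fold change of 7.24 (standard error 0.651, adjusted p = 0.0058 from edgeR). Hspa1b shares most of its sequence with Hspa1a, which rose by 7.20 on the log2 scale at 135 min, and how the authors' counting divided reads between them is uncertain. All 3 heated cultures lay above all 3 reference cultures for both genes at both times, which is the most extreme of the splits that 3 against 3 samples allow and cannot give an exact two-sided p under 0.10.

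With the replicate number as a block, a pairing taken from the sample labels, the log2 fold change of Hsph1, HS 135 min, was 3.28 and no longer passed (adjusted p = 0.143 from edgeR). The log2 fold change of Hspa1b, HS 135 min, was then 7.00 (adjusted p = 0.101, edgeR with the block). Same-numbered samples did not deviate together at 135 min (mean correlation -0.157, against 0.117 for samples of different numbers). Of all alternatives, leaving out 1 culture moved Hsph1 most at 135 min, with a log2 fold change between 3.06 and 3.62 and the call lost in 3 of 6 such fits. Hspa1b kept its call in all 6, between 6.93 and 7.68. At 45 min the block left the log2 fold change of Hsph1, HS 45 min, at 1.08 (adjusted p = 0.128, edgeR) and the log2 fold change of Hspa1b, HS 45 min, at 4.67 (adjusted p = 0.124, edgeR), where the mean correlation of same-numbered samples was 0.166.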

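Hspa5 (Bip), on chromosome 2 of mm9 from 34627610 to 34632049, had 741 ± 43.7 CPM in the reference and 1013 ± 36.1 CPM (SD, n = 3) at 45 min of tunicamycin, a log2 fold change of 0.45 (standard error 0.123, adjusted p = 0.0709 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 135 min all 3 treated cultures lay below the reference, at 432 ± 76.3 against 713 ± 42.1 CPM (SD, n = 3), a log2 fold change of -0.72 that did not pass the threshold (standard error 0.19, adjusted p = 0.135, edgeR). At 405 min Hspa5 had 9131 ± 220 CPM against 690 ± 36.4 (SD, n = 3), a log2 fold change of 3.73 (standard error 0.154, adjusted p = 4.64e-06, edgeR). The reference values differ slightly between comparisons because TMM normalization was done within each. Ddit3 (Chop), on chromosome 10 from 126727849 to 126733344, was induced at 45 min, with 585 ± 137 CPM against 77.0 ± 2.65 (SD, n = 3) and a log2 fold change of 2.92 (standard error 0.192, adjusted p = 0.000836, edgeR). At 135 min it had 216 ± 67.5 CPM against 74.2 ± 2.55 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.232, adjusted p = 0.0706, edgeR), and at 405 min 2666 ± 421 CPM against 71.8 ± 2.76 (SD, n = 3), a log2 fold change of 5.22 (standard error 0.186, adjusted p = 2.45e-06, edgeR). The calls at 405 min and that of Ddit3 at 45 min held in each of the 6 fits that left out 1 culture. Compared directly, Ddit3 was lower at 135 than at 45 min by a log2 fold change of -1.38 (standard error 0.271), which did not pass the threshold (adjusted p = 0.109, edgeR).

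In fits with the replicate number as a block, a pairing taken from the labels, the log2 fold change of Hspa5, Tu 405 min, was 3.73 (adjusted p = 0.00049, edgeR) and the log2 fold change of Ddit3, Tu 405 min, was 5.2 (adjusted p = 0.000388, edgeR). At the first time point, the log2 fold change of Ddit3, Tu 45 min, was 2.90 with the block (adjusted p = 0.0271, edgeR), and the log2 fold change of Hspa5, Tu 45 min, stayed at 0.45 (adjusted p = 0.237, edgeR). For the middle time point, the block gave -0.74 as the log2 fold change of Hspa5, Tu 135 min (adjusted p = 0.0873, edgeR), and 1.5 as the log2 fold change of Ddit3, Tu 135 min (adjusted p = 0.0694, edgeR). The mean correlation of same-numbered samples was -0.173, 0.308 and -0.0633 at 45, 135 and 405 min.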

Because DD degradation depends on ubiquitin, we examined changes in the mRNA levels of the four mammalian ubiquitin genes. Unfolded DD caused increased transcript levels of two ubiquitin genes, Ubc and Ubb, whereas expression of the other two ubiquitin-encoding genes was unchanged (Figure 1D and Figure 1—figure supplement 1). 

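Ubb, on chromosome 11 of mm9 from 62365006 to 62366714, rose by 0.63 on the log2 scale at 45 min of HS (225 ± 77.7 against 145 ± 2.42 CPM, SD, n = 3; adjusted p = 0.265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where 1 heated culture lay below the reference. At 135 min its log2 fold change was 0.95 (280 ± 107 CPM, SD, n = 3; adjusted p = 0.0898, edgeR). Under tunicamycin, Ubb changed by 0.05 and -0.06 on the log2 scale at 45 and 135 min (adjusted p = 0.851 and 0.918, edgeR) and was induced at 405 min, with 295 ± 12.7 against 148 ± 2.30 CPM (SD, n = 3), a log2 fold change of 0.99 (standard error 0.11, adjusted p = 0.000277, edgeR). Ubb has pseudogenes, so the division of reads by the authors' counting is uncertain. When the labels' replicate numbers were used as a block, the log2 fold change of Ubb, HS 135 min, was 0.87 (adjusted p = 0.217, edgeR) and the log2 fold change of Ubb, Tu 405 min, was 0.99 (adjusted p = 0.00295, edgeR). The check of that pairing gave a mean correlation of same-numbered samples of -0.157 for HS at 135 min and -0.0633 for tunicamycin at 405 min. Only the changes of Ubb at 135 min of HS and 405 min of tunicamycin kept their direction throughout: with all 6 groups and 1 surrogate variable the log2 fold change of Ubb, HS 45 min, was -0.01 and the log2 fold change of Ubb, Tu 45 min, was -0.07, and with 1 culture left out it ran from -0.32 to 0.08 at 135 min of tunicamycin.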

HS also led to increased levels of the *Ubc* mRNA, and all three perturbations caused increases in *Ubb* transcript levels. The mRNA-seq analysis also revealed genes whose mRNA levels were induced exclusively by the unfolded DD and not by the other two perturbations, including *Mdm2* and *Psmb3* (Figure 1D). 

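In the HS and tunicamycin samples, Mdm2 (chromosome 10 of mm9, 117125961 to 117147772) passed the threshold at none of the 5 comparisons with the reference. Its log2 fold change was -0.40 and 0.50 at 45 and 135 min of HS (adjusted p = 0.36 and 0.178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.11, 0.27 and 0.33 at 45, 135 and 405 min of tunicamycin (adjusted p = 0.698, 0.617 and 0.0703, edgeR). At 405 min all 3 treated cultures lay above the reference, at 91.1 ± 6.25 against 72.3 ± 8.89 CPM (SD, n = 3). Psmb3, a proteasome subunit gene on chromosome 11 from 97564748 to 97574814, was repressed at 135 min of HS, with 118 ± 19.5 against 225 ± 14.0 CPM (SD, n = 3) and a log2 fold change of -0.93 (standard error 0.2, adjusted p = 0.0355, edgeR). It was also repressed at 45 min of tunicamycin, with 143 ± 2.77 against 248 ± 14.8 CPM (SD, n = 3) and a log2 fold change of -0.80 (standard error 0.114, adjusted p = 0.0119, edgeR). The call was lost in 3 of 6 fits that left out 1 culture for HS and in 4 of 6 for tunicamycin. At 45 min of HS and 135 min of tunicamycin the log2 fold changes were -0.81 and -0.82 (adjusted p = 0.227 and 0.095, edgeR), and at 405 min of tunicamycin the levels were 232 ± 19.2 and 231 ± 12.8 CPM (SD, n = 3). A block for the replicate number, paired by the labels, gave the following: the log2 fold change of Psmb3, HS 135 min, was -0.94 (adjusted p = 0.143, edgeR) and the log2 fold change of Psmb3, Tu 45 min, was -0.79 (adjusted p = 0.109, edgeR), so that neither passed. In these comparisons same-numbered samples correlated at -0.157 and -0.173 on average. Whether a change under unfolded DD differs from those under HS or tunicamycin was not tested, because the unfolded DD samples are not analysed here.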

A complete list of differentially expressed genes is provided in Supplementary file 1 and Supplementary file 2. Quantitative real-time PCR (RT-qPCR) was used to validate the results from the mRNA-seq analysis as shown in Figure 2 and Figure 2—figure supplement 1A.

**Figure 2.**
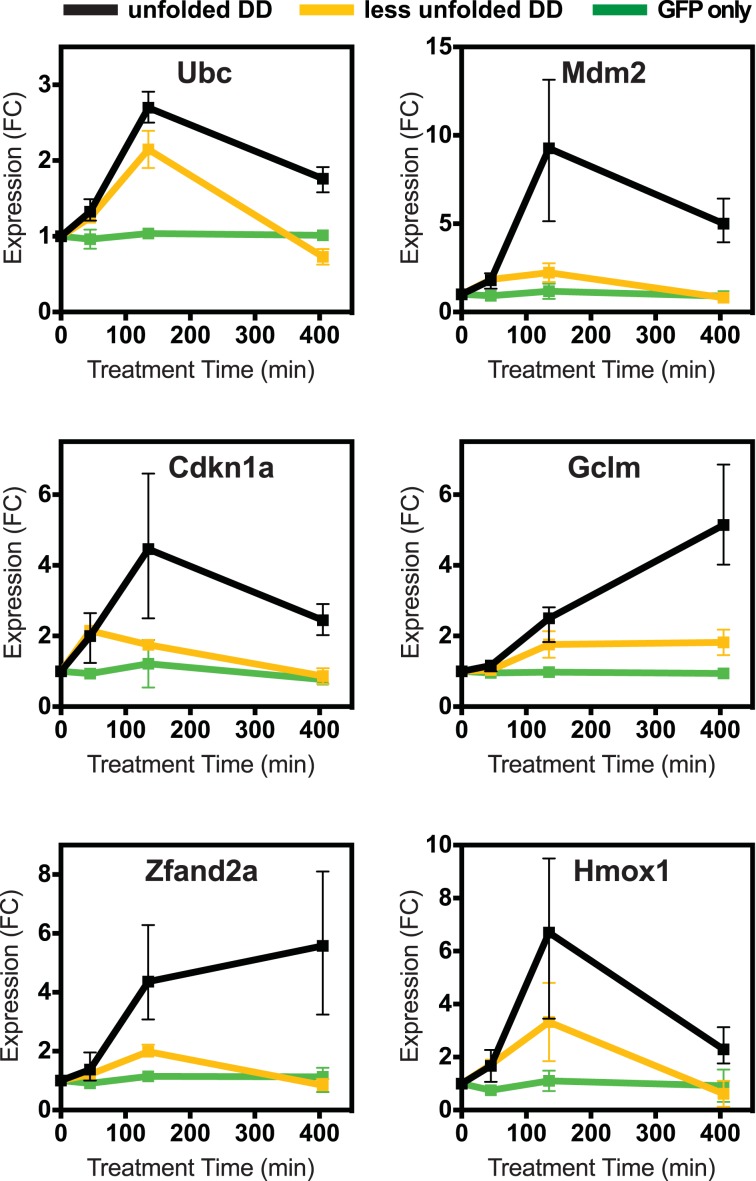
Cellular transcriptional response is dose-dependent. Unfolded DD was created in two cell lines, which express DD-GFP levels that differ by a factor of three (Figure 2B). Cells were harvested at the indicated times following withdrawal of Shield-1 (S1), and transcript levels were quantified using real-time PCR (RT-qPCR). Transcript levels were normalized to GAPDH and expressed relative to unperturbed samples. **DOI:** http://dx.doi.org/10.7554/eLife.07687.005

**Figure 2—figure supplement 1.**
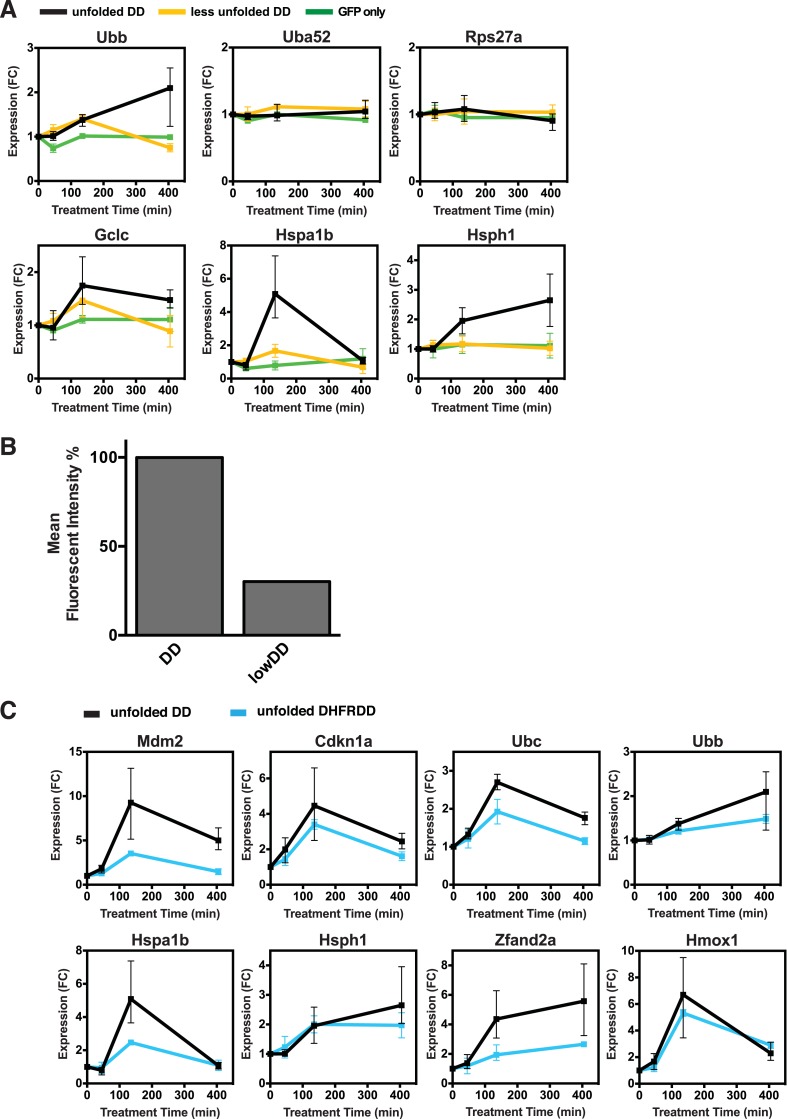
Lower levels of unfolded DD do not induce the stress response, but a different unfolded protein does. (**A**) Unfolded DD was created in two NIH3T3 cell lines, which express DD-GFP levels that differ by a factor of three (Figure 2B). Cells were harvested 45, 135, and 405 min following withdrawal of S1, and transcript levels were quantified using RT-qPCR. Transcript levels were normalized to GAPDH and expressed relative to unperturbed samples. (**B**) Comparison of fluorescent level between DD-GFP cells that were used for the mRNA-seq analysis in Figure 1 and a cell line expressing lower levels of DD-GFP as quantified by analytical flow cytometry. (**C**) An NIH3T3 cell line was made expressing the DD derived from *Escherichia coli* DHFR. Unfolded DD was induced by withdrawal of trimethoprim, and transcript levels were quantified using RT-qPCR. Transcript levels were normalized to GAPDH and expressed relative to unperturbed samples. **DOI:** http://dx.doi.org/10.7554/eLife.07687.006

To determine how different doses of unfolded protein impacted the induction of this cellular response, we created a second NIH3T3 cell line expressing the FKBP-derived DD fused to superfolder GFP, but with protein levels approximately threefold lower than the original level (Figure 2—figure supplement 1B). We also created a control cell line expressing unfused GFP in which GFP levels were similar to the DD-GFP cell line when stabilized by ligand. We cultured both the lower-expressing DD-GFP and the GFP-only cell lines in the presence of S1 and analyzed transcript levels using RT-qPCR following withdrawal of the stabilizing ligand. The control cell line expressing only GFP showed no significant changes in transcript levels. In contrast, cells expressing lower levels of DD-GFP displayed changes in mRNA levels of the same genes that were affected by higher levels of unfolded DD. Moreover, the degree of mRNA induction correlated with the level of protein expression (Figure 2, Figure 2—figure supplement 1A), establishing that lower levels of unfolded DD induced less pronounced changes in mRNA levels.

In order to test whether this transcriptional response is unique to the unfolded FKBP protein, we created a cell line expressing a DD derived from the *E. coli* DHFR protein fused to superfolder GFP (Iwamoto et al., 2010). Upon withdrawal of the stabilizing ligand, trimethoprim for this DD, we characterized the cellular response to the unfolded ecDHFR-derived DD using RT-qPCR (Figure 2—figure supplement 1C). The unfolded ecDHFR-derived DD elicited changes in mRNA levels similar to the changes induced by unfolded FKBP, although the extent of the changes was less pronounced.

### Global comparison of proteotoxic stresses

We used hierarchical clustering to compare the cellular responses to all three perturbations (Figure 3A), revealing one cluster of genes whose transcript levels are induced by the unfolded DD but not by the HSR or the erUPR (asterisk in Figure 3A). 

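The paper's cluster marked in Figure 3A lists 601 genes, all of which were tested here in the HS and tunicamycin samples. HS at 45 min induced 0 of them and repressed 0, and at an unadjusted p-value under 0.05 there were 2 higher and 131 lower. At 135 min of HS, 3 were induced and 58 repressed (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). Under tunicamycin, 2 were induced and 59 repressed at 45 min, 0 and 1 at 135 min (21 and 121 at an unadjusted p-value under 0.05), and 17 and 419 at 405 min. Counting a gene once over the time points, 58 of the cluster were repressed by HS and 431 by tunicamycin. Leaving out 1 culture gave from 0 to 288 repressed by HS and from 316 to 484 by tunicamycin. Blocking on the replicate number, as paired by the labels, left 0 in the paper's heat map cluster of unfolded DD: repressed by HS, and 394 in the paper's heat map cluster of unfolded DD: repressed by Tu, where the mean correlation of same-numbered samples was -0.157 for HS at 135 min and -0.0633 for tunicamycin at 405 min. The cluster was chosen by the paper partly for its low values in the HS and tunicamycin samples, so these counts describe it and are no independent test of it.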

Analysis of this group revealed enrichment in genes involved in ‘intracellular protein traffic’ (p-value = 3.7e-6) and ‘cell cycle’ (p-value = 8.4e-6) when analyzed for biological process GO terms (Huang et al., 2008, 2009). Pathway analysis of the same gene cohort identified the ‘ubiquitin-proteasome pathway’ (p-value = 0.025) and the ‘p53 pathway’ (p-value = 0.041) as being enriched (Supplementary file 3).

**Figure 3.**
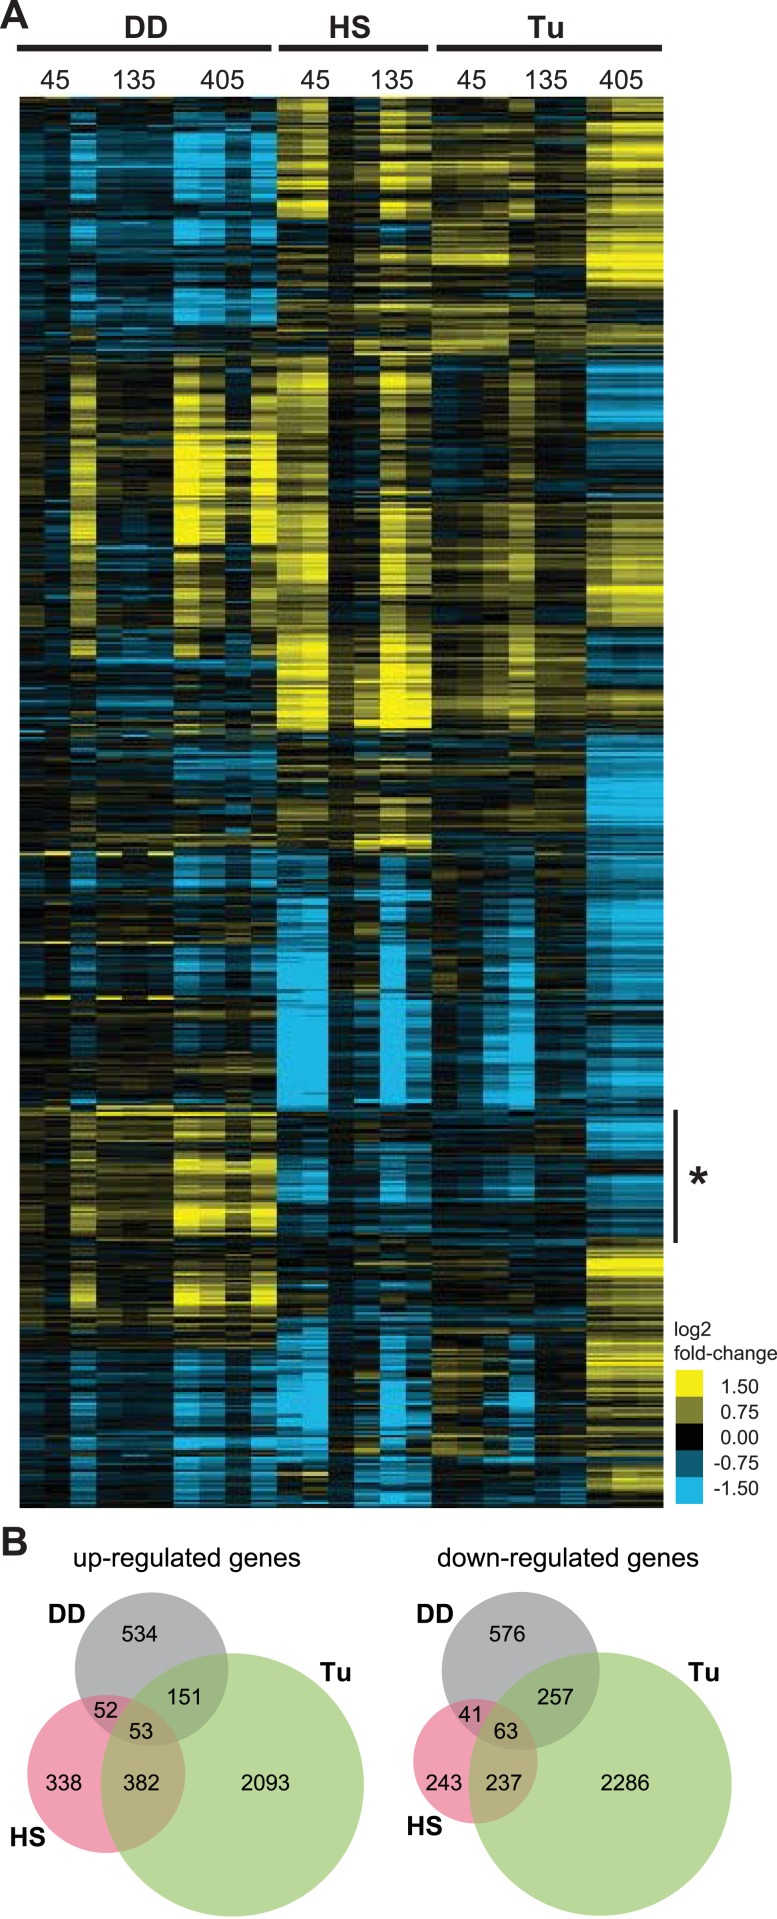
Transcriptome profiles of unfolded DD compared to HS and ER stress. (**A**) NIH3T3 cells expressing DD-GFP in the presence of S1 were perturbed by HS (42°C), treatment with 5 μM tunicamycin, or by withdrawal of S1 to create unfolded DD. Cells were harvested 45, 135, and 405 min following these perturbations, and transcript levels were quantified using mRNA-seq. Genes responding to any of the three perturbations (false discovery rate [FDR] <0.05) were hierarchically clustered to examine the relationships between the expression patterns. Each row represents a gene and each column is an experimental replicate. Transcript changes are represented as log2 fold-changes relative to unperturbed samples. (**B**) Venn diagram depicting significantly induced and repressed genes (FDR <0.05) from each of the three treatments: unfolded DD, HS, and tunicamycin treatment (Tu). **DOI:** http://dx.doi.org/10.7554/eLife.07687.007

In response to the unfolded DD, NIH3T3 cells up-regulated the expression of 0, 63, and 759 genes 45, 135, and 405 min, respectively, following withdrawal of S1 (false discovery rate [FDR] <0.05). The mRNA levels of 0, 69, and 909 genes were significantly reduced following S1 withdrawal (Supplementary file 1 and Supplementary file 2). 

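At 45 min of HS, 0 genes were induced and 0 repressed among the 12731 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest adjusted p-value was 0.192. At an unadjusted p-value under 0.05, 1568 genes were higher and 912 lower. At 135 min, 605 genes were induced and 336 repressed, with 2054 higher and 1721 lower at an unadjusted p-value under 0.05. The largest rises at 135 min were those of Hspb1 (log2 fold change 8.70), Hspa1b (7.24) and its near-identical copy Hspa1a (7.20), and the largest falls those of Snhg9 (-5.09), Rpl26 (-4.02) and Prl2c2 (-3.73). The calls of these rises were lost in 2, 0 and 0 of 6 fits that left out 1 culture. Those of the falls were lost in 2, 3 and 3. Rpl26 and Prl2c2 were low, at 6.60 and 4.53 CPM in the reference and 0.399 and 0.334 CPM under HS, so the size of their falls is uncertain. A shared fit of all 6 groups gave 925 genes induced and 420 repressed at 45 min. Adding 1 surrogate variable to it raised the counts at 135 min most, to 2398 and 2618. With the replicate number as a block, a pairing taken from the labels, 0 genes were induced and 0 repressed at 45 min, and 0 and 0 at 135 min. The block leaves fewer degrees of freedom, so these counts of 0 can reflect lost power. Same-numbered samples correlated on average at 0.166 at 45 min and -0.157 at 135 min, against -0.123 and 0.117 for samples of different numbers. The counts at 45 min moved most without HS replicate 3 at 45 min, to 2737 induced and 3049 repressed genes. The other 5 fits that left out 1 culture gave 0 and 0, so with the quasi-likelihood test the counts of 0 depend on a single culture. At 135 min, between 10 and 1535 genes were induced in such fits. The counts of 0 at 45 min also depend on the test. With all cultures kept, edgeR's exact test gave 228 induced and 43 repressed genes, and the DESeq2 Wald test 386 and 65. A direct comparison of the 2 times found 0 genes that differed, with 658 higher and 823 lower at 135 min at an unadjusted p-value under 0.05. Whether the times differ depends on the fit, since for HS135 versus HS45: genes that differ were 98 with edgeR's exact test, 403 with the DESeq2 Wald test, 905 in the shared fit, 3336 with 1 surrogate variable, 96 with an offset for GC content and 0 with the block. The heated cultures also differed in a way that did not follow time, since another split of the same 6 cultures gave 4084 genes. It set HS replicates 1 and 2 at 45 min with replicate 2 at 135 min against the other 3. The spread within groups followed transcript GC content. Whether this spread limits the counts was not established.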

To put the magnitude of this response in perspective, NIH3T3 cells responded to HS by up-regulating the mRNA levels of 186 and 791 genes and down-regulating 26 and 579 genes at 45 and 135 min, respectively, following application of stress (Supplementary file 1 and Supplementary file 2). 

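Tunicamycin induced 510 genes and repressed 276 at 45 min, induced 16 and repressed 1 at 135 min, and induced 2965 and repressed 2995 at 405 min (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12731 genes). At an unadjusted p-value under 0.05, 1791 genes were higher and 1469 lower at 45 min, 1288 and 1081 at 135 min, and 3467 and 3488 at 405 min. The largest rises were those of Atf3 (log2 fold change 4.85), Gadd45a (3.71) and Fgf21 (3.57) at 45 min, of Stra6 (2.95, a gene whose coordinates differ between the files), Fosb (2.74) and Egr3 (2.56) at 135 min, and of Atf3 (6.52), Avil (6.27) and Car6 (5.75) at 405 min. Actg2 (-2.52), Vip (-2.37) and Mycn (-1.93) fell most at 45 min, Olfml2a (-4.73) and Grpr (-4.66) were among the genes that fell most at 405 min, and Gcsh (-1.60) was the gene repressed at 135 min. The size of the fall of Olfml2a rested largely on reference replicate 1, at 3.74 CPM against 0.266 and 0.409 CPM in replicates 2 and 3. Leaving out 1 culture gave it a log2 fold change from -5.26 to -2.62 and lost the call in 2 of 6 fits. The counts at 135 min depend on the test and the fit. EdgeR's exact test gave 230 induced and 209 repressed genes there, the DESeq2 Wald test 329 and 336, and a shared fit of all 6 groups 233 and 178. Adding 1 surrogate variable to a fit across all 6 groups raised the counts at 135 min most, to 1293 induced and 1433 repressed. In fits with the replicate block, as the labels pair the samples, 21 genes were induced and 0 repressed at 45 min, 0 and 0 at 135 min, and 2691 and 2579 at 405 min. Same-numbered samples correlated on average at -0.173, 0.308 and -0.0633 at the 3 times. Compared directly, 37 genes differed between 135 and 45 min (15 higher and 22 lower at 135 min), and 5566 between 405 and 135 min (2720 higher and 2846 lower at 405 min).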

Using tunicamycin to induce the erUPR, we observed increases in 586, 211, and 2403 and decreases in 349, 184, and 2659 transcript levels 45, 135, and 405 min following treatment (Supplementary file 1 and Supplementary file 2). 

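Grouped over the time points, HS induced 605 genes and repressed 336, and tunicamycin induced 3119 and repressed 3102 (edgeR, Benjamini-Hochberg adjusted p-value under 0.05 at any time). Both stresses induced 292 genes, against 148.2 expected by chance among the 12731 genes tested (exact hypergeometric p = 1.18e-38), and both repressed 156, against 81.9 expected (exact hypergeometric p = 3.93e-19). All comparisons share the same 3 reference cultures, so chance deviations of the reference enter both lists. Of the alternatives, the fit across all 6 groups with 1 surrogate variable raised these overlaps most, to 1478 and 1623 genes. Leaving out 1 culture gave from 4 to 1138 genes induced by both and from 0 to 1215 repressed by both. When the replicate number was a block, as paired by the labels, HS induced 0 and repressed 0 genes at any time, so that the overlaps were 0 and 0. The mean correlation of same-numbered samples was 0.166 and -0.157 for HS at 45 and 135 min.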

Given the potential for temporal differences in the cellular response to the different sources of proteotoxic stress, genes from all timepoints for each stress were grouped as either up-regulated or down-regulated, and the relationships among the three data sets are shown in Venn diagram format in Figure 3B.

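All of the 534 genes that the paper lists as induced by unfolded DD alone were tested in the HS and tunicamycin samples. HS induced 0 and repressed 0 of them at 45 min (35 higher and 36 lower at an unadjusted p-value under 0.05) and induced 0 and repressed 13 at 135 min (45 higher and 84 lower at an unadjusted p-value under 0.05). Tunicamycin induced 0 and repressed 14 at 45 min, 0 and 0 at 135 min (34 and 40 at an unadjusted p-value under 0.05), and induced 14 and repressed 178 at 405 min. Over the time points, HS repressed 13 and tunicamycin 182 of these genes by edgeR with Benjamini-Hochberg adjustment. Fits with the replicate block, paired by the labels, gave 0 and 166, where same-numbered samples correlated at -0.157 for HS at 135 min and -0.0633 for tunicamycin at 405 min. The counts also depended on single cultures. Fits that each left out a culture gave from 0 to 103 of these genes induced by HS and from 0 to 128 repressed. For tunicamycin, such fits gave from 0 to 101 induced and from 121 to 244 repressed. The list was defined by the paper as genes not induced by HS or tunicamycin. The low counts of induced genes with all cultures kept are therefore partly fixed by that definition.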

Focusing on the 534 genes that are up-regulated in response to the unfolded DD but not the other two perturbations, gene enrichment analysis revealed that ‘proteolysis’ (p-value = 2.1e-4) and ‘protein metabolism/modification’ (p-value = 1.4e-3) are over-represented in the category of biological process. Pathway analysis revealed that the ‘ubiquitin-proteasome pathway’ (p-value = 9.3e-6) and the ‘p53 pathway’ (p-value = 0.021) are over-represented (Supplementary file 3).

Looking more closely at the responses of individual genes to the perturbations, we noticed that some mRNA levels rise rapidly whereas others are induced later. We then performed gene enrichment analysis for the unfolded DD samples using the list of earlier (mRNA levels rise significantly by 135 min) and later (405 min) responders. Analysis of the 63 early-response genes highlighted ‘protein folding’ (p-value = 7.5e-4) and ‘stress response’ (p-value = 2.1e-3) as the biological processes most significantly over-represented (Supplementary file 4). The same analysis for the late-response genes revealed ‘protein folding’, ‘stress response’, ‘protein metabolism and modification’, and ‘proteolysis’ as over-represented biological processes (p-values = 5.7e-6, 8.0e-6, 9.4e-6, and 4.9e-4, respectively, Supplementary file 4). When we analyzed these two gene groups for biological pathways, the early-response group was over-represented for the ‘p53 pathway’ and ‘apoptosis-signaling pathway’ (p-values = 1.2e-6 and 1.1e-3, respectively, Supplementary file 4). The late-response genes were enriched in ‘ubiquitin-proteasome pathway’ (p-value = 1.2e-4, Supplementary file 4). When analyzed for annotations related to molecular function, both groups revealed enrichment of ‘Hsp70 family chaperone’, ‘chaperone’, and ‘microtubule family cytoskeletal protein’ (p-values = 5.8e-4, 7.8e-4, and 3.3e-5, respectively, Supplementary file 4).

### New response is distinct from erUPR and HSR

We next compared the list of all genes induced by the unfolded DD against the list of all genes induced by either HS or by tunicamycin (Figure 4A). 

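Of the paper's 790 genes listed as induced by unfolded DD at any time, all of which were tested here, 54 were among the 605 genes induced by HS (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). Chance would give 37.5 among the 12731 genes tested (exact hypergeometric p = 0.00428). The paper's list also rests on a comparison with the reference that kept S1. Chance deviations of the reference can therefore enter both lists, which the hypergeometric test does not allow for. With 9980, the number of genes in Supplementary file 2, as the background the exact hypergeometric p = 0.19, but the genes induced by HS were not cut to those genes, so the smaller background by itself raises the number expected and this p-value. In the fit across all 6 groups with 1 surrogate variable, the number of genes induced by HS and in the paper's unfolded DD list was 205 (exact hypergeometric p = 8.81e-06 among the genes tested). The paper's log2 fold changes of unfolded DD followed transcript GC content at 45 and 405 min (Spearman's rho 0.49 and 0.47 across 1658 genes, which are not independent replicates) and hardly at 135 min (0.10), and the spread between replicates here followed it too. These 1658 genes come from the 1698 of the 9980 genes in Supplementary file 2 that were read. On adding a replicate block, as paired by the labels, HS induced 0 genes and the overlap was 0, where same-numbered samples correlated at -0.157 for HS at 135 min. Leaving out 1 culture gave an overlap of between 2 and 252 genes.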

Only 105 genes overlapped between the 787 induced by unfolded DD and the 826 induced by HS (p-value = 3.00e-7 by hypergeometric comparison), suggesting that this degree of overlap is unlikely to have arisen by chance. Conversely, a similar comparison of the genes induced by unfolded DD with the erUPR genes induced by tunicamycin suggests that there is not significant overlap between the two cellular responses (Figure 4A).

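Tunicamycin induced 3119 genes at any time (edgeR, Benjamini-Hochberg adjusted p-value under 0.05), of which 205 were among the paper's 790 genes induced by unfolded DD. Chance would give 193.5 among the 12731 genes tested (exact hypergeometric p = 0.174). Here too both lists rest on comparisons with the reference that kept S1, which the hypergeometric test does not allow for. Fits that left out 1 culture gave between 142 and 313 genes in common. The overlap passed its test without replicate 1 of the reference (313 genes, exact hypergeometric p = 0.00432). It also passed in the fit without the filter (201 genes, exact hypergeometric p = 1.44e-05). Without the filter tunicamycin induced more genes (3256) with fewer in common, so the smaller p-value follows from the larger background. With the replicate number as a block, a pairing taken from the labels for which same-numbered samples correlated at -0.0633 at 405 min, the number of genes induced by Tu and in the paper's unfolded DD list was 176 (exact hypergeometric p = 0.223). From an overlap of this kind, the paper proposes that the responses to unfolded DD and to tunicamycin do not overlap significantly.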

**Figure 4.**
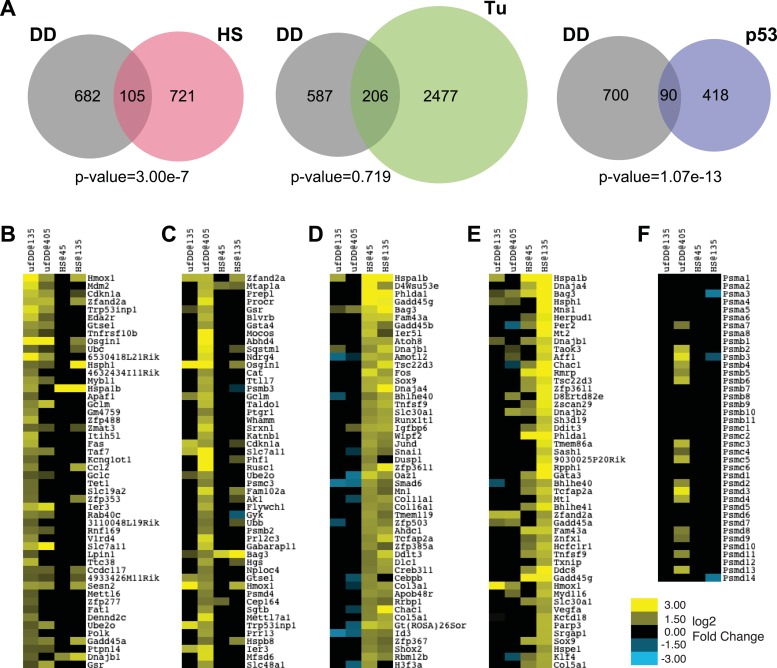
Comparison of unfolded DD stress with known stress responses. (**A**) Venn diagram showing pairwise comparisons of the genes induced by unfolded DD (gray) with the genes induced by the HS response (HSR) (red), the erUPR (green), and the p53-mediated response to DNA damage (blue). The list of p53-induced genes is from Kenzelmann Broz et al. (2013). The p-values are calculated by hypergeometric test. (**B**–**E**) Heatmap representations of genes responding to unfolded DD or HS. The 50 most significantly induced genes are shown for each condition to facilitate comparison with the other perturbations and timepoints. The genes are sorted by statistical significance for the unfolded DD at 135 min (panel **B**) and 405 min (panel **C**) and for HS at 45 min (panel **D**) and 135 min (panel **E**). (**F**) Heatmap showing how 39 genes encoding proteasome subunits respond to either unfolded DD or HS. For panels **B**–**F**, black indicates no significant changes in transcript levels. **DOI:** http://dx.doi.org/10.7554/eLife.07687.008

**Figure 4—figure supplement 1.**
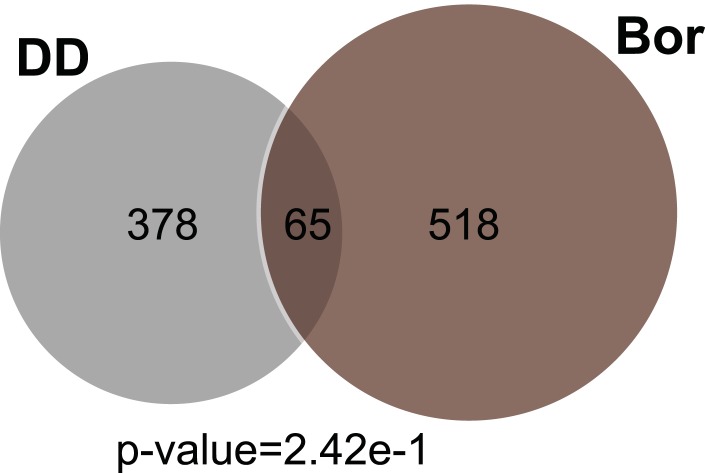
Comparison of the unfolded DD stress with proteasome inhibition. Venn diagram showing pairwise comparisons of the genes induced by unfolded DD (gray) with the genes induced by proteasome inhibition using bortezomib (brown) The p-values are calculated by hypergeometric test. **DOI:** http://dx.doi.org/10.7554/eLife.07687.009

The appearance of the ‘p53 pathway’ in our gene expression analysis led us to perform a comparison between the list of 790 genes induced by the unfolded DD and the 508 genes significantly up-regulated by p53 in response to DNA damage (Figure 4A) (Kenzelmann Broz et al., 2013). This analysis revealed 90 genes in common (p-value = 1.07e-13). Considered together, these results suggest that the acute appearance of unfolded DD elicits a co-ordinated transcriptional response in NIH3T3 cells. Gene expression analysis highlights biological processes and biological pathways associated with protein homeostasis and stress responses as over-represented in the lists of responsive genes. Furthermore, the cellular response to unfolded DD is distinct from both the known HSR and the erUPR in the secretory pathway.

Similarly, since the ‘ubiquitin-proteasome pathway’ appears in our gene expression analysis, we also treated cells expressing DD-GFP with the proteasome inhibitor, bortezomib, followed by mRNA-seq analysis at the same times as the other perturbations. Treatment with bortezomib induced the expression of 583 genes, with 65 in common with the unfolded DD perturbation. The overlap between these two sets of induced genes is not statistically significant (p-value = 2.42e-1), suggesting that the unfolded DD creates a cellular stress that is distinct from simple proteasome inhibition (Figure 4—figure supplement 1, Supplementary file 5).

We were concerned that the inclusion of statistically less significant genes induced by both perturbations made the cellular response to unfolded DD and the HSR appear to be dissimilar. To explore this possibility, we plotted the 50 genes that were most significantly induced by either the unfolded DD or HS at both timepoints (Figure 4B–E). Looking at the 50 most significant genes induced by unfolded DD at the early timepoint, we find 28 of these genes are also significantly changed at the later timepoint, and all of these are induced (Figure 4B). However, comparison of the top 50 early genes induced by the unfolded DD with the HSR reveals only two significantly induced genes in common at the early HSR timepoint and 15 genes at the late HSR timepoint. 

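The paper's list of the top 50 genes induced by unfolded DD at 135 min was looked up in the HS samples. HS at 45 min induced 0 of the 50 and repressed 0 (8 higher and 5 lower at an unadjusted p-value under 0.05). At 135 min, 12 were induced and 0 repressed (edgeR, Benjamini-Hochberg adjusted p-value under 0.05), with 21 higher and 3 lower at an unadjusted p-value under 0.05. Among the 12 genes were Hmox1, Cdkn1a, Zfand2a, Hsph1, Hspa1b, Ccl2, Sesn2, Gadd45a and Dnajb1. Once the replicate number was a block, as paired by the labels, 0 were induced at 135 min, where same-numbered samples correlated at -0.157 on average. In fits that left out 1 culture, between 2 and 17 of the genes were induced at 135 min. At 45 min, such fits gave from 0 to 9 induced and from 0 to 16 repressed.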

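Of the paper's top 50 genes induced by unfolded DD at 405 min, 0 were induced and 0 repressed at 45 min of HS (11 higher and 4 lower at an unadjusted p-value under 0.05). At 135 min, 6 were induced (Zfand2a, Cdkn1a, Fam102a, Bag3, Hmox1 and Hspb8) and 2 repressed (Psmb3 and Gyk) by edgeR with Benjamini-Hochberg adjustment, and 16 were higher and 9 lower at an unadjusted p-value under 0.05. A block for the replicate number, paired by the labels, left 0 induced and 0 repressed at 135 min, where the mean correlation of same-numbered samples was -0.157. Between 0 and 15 were induced at 135 min in fits that left out 1 culture. Such fits gave from 0 to 15 induced and from 0 to 7 repressed at 45 min.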

A similar comparison of the 50 most significant genes induced by the unfolded DD at the late timepoint (Figure 4C) reveals only three in common with the early HSR timepoint and 15 in common with the late timepoint (13 induced and 2 reduced).

To make the comparison in the reverse sense, comparison of the 50 most significantly induced genes at the early HSR timepoint (Figure 4D) reveals 48 in common with the late timepoint (all of them induced). However, comparison of the top 50 early HSR responders with the early unfolded-DD timepoint finds only 8 genes in common (3 induced and 5 repressed), and comparison with the late unfolded-DD timepoint reveals 13 in common (2 induced and 11 repressed). 

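The 50 genes with the smallest p-values among those higher at 45 min of HS had unadjusted p-values up to 0.00128 by edgeR's quasi-likelihood test, and the smallest adjusted p-value at that time was 0.192, so that the list holds no gene past the threshold. At 135 min, 49 of the 50 were higher than the reference, 48 of them at an unadjusted p-value under 0.05 and 41 at an adjusted p-value under 0.05. The median log2 fold change of the 50 genes was 1.80 at 45 min and 1.91 at 135 min. Both time points are compared with the same 3 reference cultures, so that a low reference value raises a gene at both. The fit with the replicate block, as paired by the labels, left 0 of the 50 induced at 135 min, where same-numbered samples correlated at -0.157. Fits without 1 culture gave between 9 and 48 genes.

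**Figure D1:**
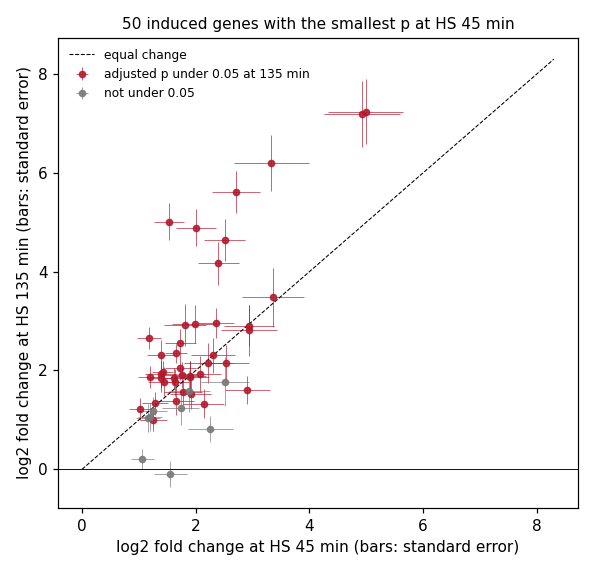
Log2 fold change from the reference of the 50 genes with the smallest p-values among those higher at 45 min of HS, at 45 min (x axis) and at 135 min (y axis), with bars for 1 standard error (n = 3 cultures per group). The dashed line marks equal change, and the 41 genes in red had an adjusted p-value under 0.05 at 135 min.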

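Of the 50 genes with the smallest p-values among those higher at 45 min of HS (none past an adjusted p-value of 0.05), 3 stand in the paper's list of genes induced by unfolded DD at 135 min and 4 in its list of genes repressed at that time. At 405 min of unfolded DD, 1 is in the paper's induced list and 3 are in its repressed list. The paper's lists hold 63 induced and 69 repressed genes at 135 min and 759 and 909 at 405 min. A replicate block, paired by the labels, changed the 50 genes, and 3, 3, 2 and 3 of them stood in these lists in the same order, where same-numbered samples correlated at 0.166 at 45 min of HS.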

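The 50 genes with the smallest p-values among those higher at 135 min of HS had adjusted p-values up to 0.0126 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a median log2 fold change of 2.78. The paper's lists for unfolded DD contain 6 of them as induced and 1 as repressed at 135 min, and 7 as induced and 2 as repressed at 405 min. Of the 50 genes, 18 are also among the 50 with the smallest p-values at 45 min of HS. With the replicate block, as the labels pair the samples, the counts were 7, 1, 7 and 1, where same-numbered samples correlated at -0.157 at 135 min.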

Likewise, comparison of the 50 most significantly induced HSR genes at the late timepoint (135 min) with the genes induced by the unfolded DD finds 8 in common (7 induced and 1 repressed) with the earlier timepoint and 13 in common (10 induced and 3 repressed) with the later timepoint (Figure 4E). This lack of concordance between the genes induced by the unfolded DD and the genes induced by HS is suggestive, but certainly not conclusive, that the cellular-signaling pathways used to respond to these two perturbations are not identical.

If the HSR shared common signaling mechanisms with the cellular response to unfolded DD, then one would expect to see similar changes in gene-expression profiles (Brannon et al., 2010). When analyzing the responsive genes in an unbiased fashion, relying solely on the statistical significance of the observed changes, we see no such concordance (Figure 4B–E). Another way to approach the issue is to look at groups of genes that are known to share a common function. For example, cells experiencing proteotoxic stress might respond by producing more proteasomes to rid the cell of unfolded protein (Vilchez et al., 2013). When we looked at 39 genes that encode proteasome subunits, we found that the appearance of the unfolded DD causes changes in 16 of these genes, all of them up-regulated (Figure 4F). 

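Of the 39 proteasome subunit genes, 37 had at least 1 read in every sample and were tested. HS induced 0 and repressed 0 of them at 45 min, with 0 higher and 13 lower at an unadjusted p-value under 0.05. At 135 min, 0 were induced and 1, Psmb3, was repressed, with a log2 fold change of -0.93 (standard error 0.2, adjusted p = 0.0355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, 0 were higher and 14 lower at 135 min. The median log2 fold change was -0.66 at 45 min (31 of 37 genes lower) and -0.64 at 135 min (30 of 37 lower), and the median stayed below 0 under each normalization and model tried. In a fit across all 6 groups with 1 surrogate variable, 21 proteasome genes were repressed by HS. The number was 0 with the replicate number as a block, as paired by the labels, where same-numbered samples correlated at -0.157 for HS at 135 min. The number moved most on leaving out 1 culture, to between 0 and 22.

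**Figure D2:**
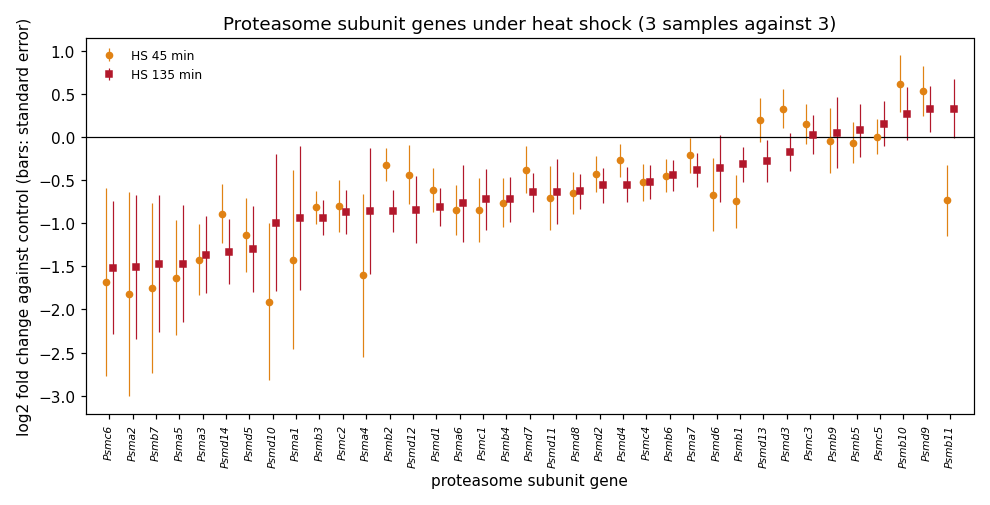
Log2 fold change from the reference of the 37 proteasome subunit genes tested, at 45 and 135 min of HS, with bars for 1 standard error (n = 3 cultures per group), sorted by the change at 135 min. At 135 min 30 genes lie below 0, and Psmb3 alone had an adjusted p-value under 0.05. The median stayed below 0 under each normalization and model tried.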

The HSR induces changes in only 3 genes, all of them down-regulated. 

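The comparisons of HS with the paper's lists for unfolded DD gave 54 genes in common among the 605 induced by HS and the paper's 790 (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). They also gave 12 and 6 induced genes at 135 min of HS among the paper's top 50 genes at 135 and 405 min of unfolded DD, and 1 repressed gene among 37 proteasome genes tested. Under the replicate block, as paired by the labels, each of these numbers of common, induced or repressed genes was 0, where same-numbered samples correlated at -0.157 for HS at 135 min. With the block 0 genes were called for HS at all, which can reflect its fewer degrees of freedom. From the limited overlap between its sets of induced genes, the paper concludes that the responses to unfolded DD and to HS are mechanistically distinct, and it does not exclude some overlap.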

The limited degree of overlap between these two sets of induced genes leads us to conclude that these two cellular stress responses are mechanistically distinct, though some degree of overlap cannot be excluded.

### Unfolded DD induces p53 accumulation

We quantified cellular levels of p53 protein following withdrawal of S1 by immunoblotting. The levels of p53 rose at 45 and 135 min, but p53 levels were elevated but falling by 405 min (Figure 5A). This result is consistent with the transcript analysis from both mRNA-seq and RT-qPCR in which the mRNA levels of p53 target genes such as *Mdm2* and *Cdkn1a* were strongly induced at 135 min but were lower by 405 min following the appearance of the unfolded DD (Figure 2).

**Figure 5.**
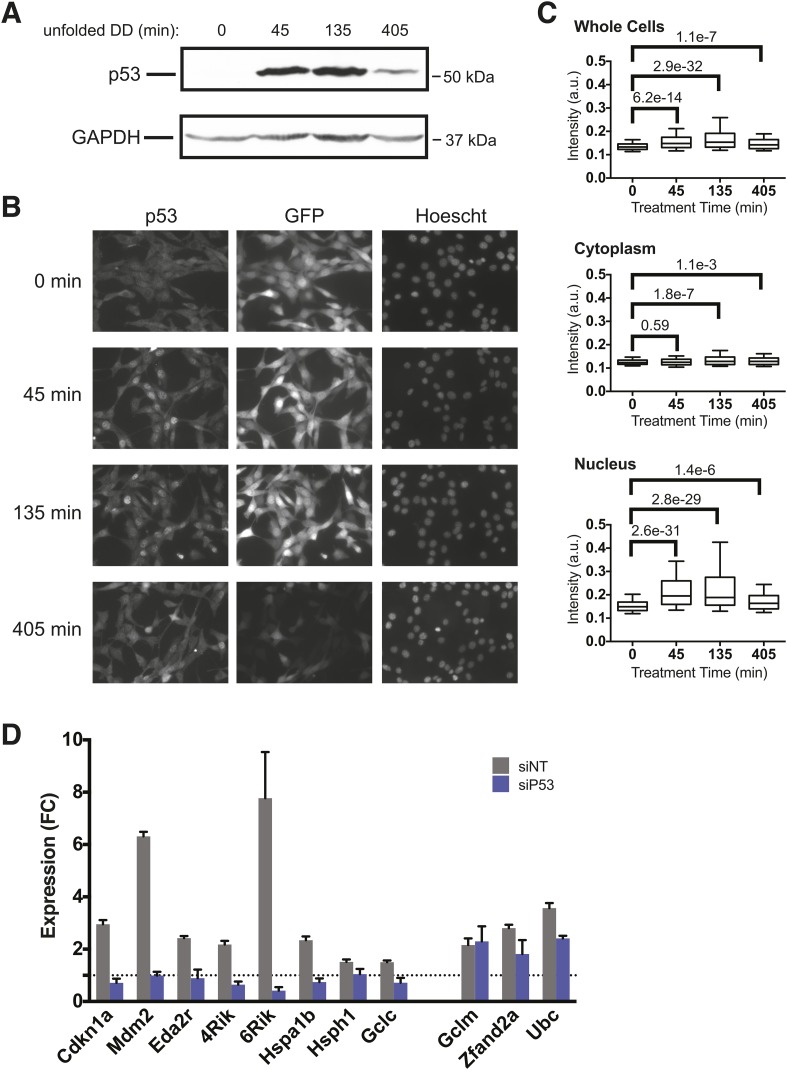
p53 protein accumulates upon appearance of the unfolded DD. (**A**) S1 was withdrawn from NIH3T3 cells expressing the DD-GFP fusion protein for the indicated times, and equal amounts of total protein were immunoblotted with antibodies against p53 or GAPDH. (**B**) S1 was withdrawn from cells expressing DD-GFP, and the cells were fixed at the indicated times. The levels of p53 and GFP were quantified using indirect immunofluorescence, and Hoechst 33,342 was used to image nuclei. (**C**) Quantification of the p53 signal observed in whole cells, cytoplasm, or nuclei from immunofluorescence data. The Welch test was used to calculate p-values. (**D**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against p53, cultured for 2 days, then RNA was harvested for RT-qPCR analysis 135 min following withdrawal of S1. Transcript levels for the indicated genes were normalized to GAPDH and expressed as fold-change relative to unperturbed cells. siNT = non-targeting control. **DOI:** http://dx.doi.org/10.7554/eLife.07687.010

**Figure 5—figure supplement 1.**
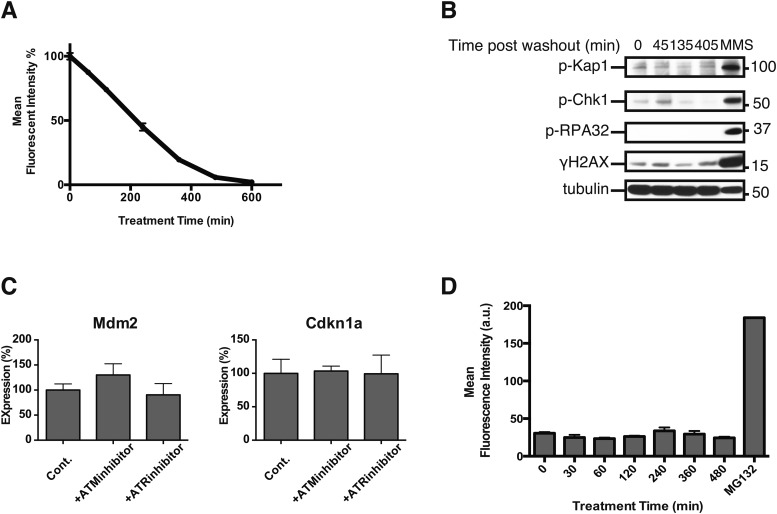
Investigating potential sources of p53 activation. (**A**) S1 was withdrawn from cultures of NIH3T3 cells stably transduced with the DD-GFP fusion protein, and the rate of DD-GFP degradation was quantified using analytical flow cytometry. (**B**) Unfolded DD was induced in cells expressing DD-GFP by S1 withdrawal, and cells were harvested at the indicated times. Lysates were resolved by SDS-PAGE and immunoblotted with the indicated antibodies. Tubulin is the loading control. Methyl methanesulfonate (MMS) was used as the positive control for DNA damage. (**C**) Unfolded DD was induced in NIH3T3 cells that were treated with vehicle or with inhibitors of the ATM or ATR kinases. RNA was harvested at 135 min and analyzed using RT-qPCR. ATM inhibitor: 3 μM KU-55933 and the ATR inhibitor: 2 μM 4-{4-[(3R)-3-methylmorpholin-4-yl]-6-[4-(methylsulfonyl)piperidin-4-yl]-pyrimidin-2-yl}-1H-indole. (**D**) Unfolded DD was induced in NIH3T3 cells stably expressing DD-mCherry that were treated with vehicle or CM-H2DCFDA. 2 hr of treatment with 10 μM MG132 was the positive control. **DOI:** http://dx.doi.org/10.7554/eLife.07687.011

**Figure 5—figure supplement 2.**
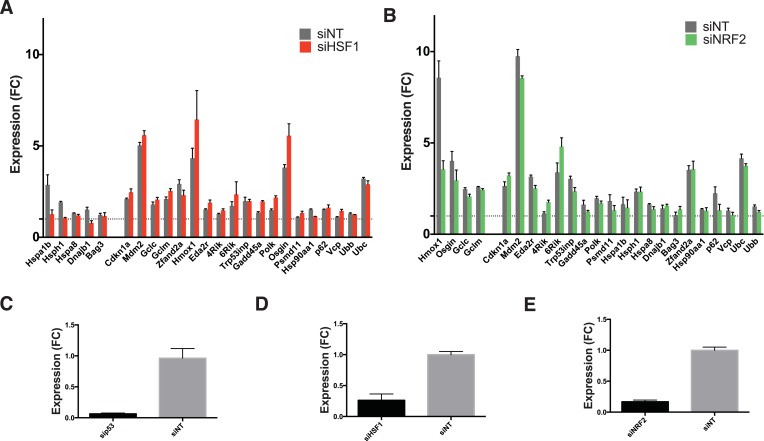
Involvement of other transcription factors. (**A**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against HSF1, cultured for 2 days, then RNA was harvested for RT-qPCR analysis 135 min following withdrawal of S1. Transcript levels for the indicated genes were normalized to GAPDH and expressed as fold-change relative to unperturbed cells. siNT = non-targeting control. (**B**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against NRF2, cultured for 2 days, then RNA was harvested for RT-qPCR analysis 135 min following withdrawal of S1. Transcript levels for the indicated genes were normalized to GAPDH and expressed as fold-change relative to unperturbed cells. siNT = non-targeting control. (**C**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against p53, cultured for 2 days, then RNA was harvested for RT-qPCR analysis to quantify the RNA level of p53. (**D**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against HSF1, cultured for 2 days, then RNA was harvested for RT-qPCR analysis to quantify the RNA level of HSF1. (**E**) Cells expressing DD-GFP stabilized by S1 were treated with siRNA pools against NRF2, cultured for 2 days, then RNA was harvested for RT-qPCR analysis to quantify the RNA level of NRF2. **DOI:** http://dx.doi.org/10.7554/eLife.07687.012

To gain further insight into the role of p53 in response to unfolded DD, we used immunofluorescence analysis to quantify p53 levels and subcellular localization in the DD-GFP cells. Before withdrawal of S1, p53 levels were low and DD-GFP levels were high (Figure 5B). Levels of p53 rose by 45 min following the appearance of the unfolded DD and remained elevated through 405 min. Consistent with FACS analysis (Figure 5—figure supplement 1A), levels of DD-GFP remained relatively high through 135 min but significantly lower by 405 min. This experiment also shows that p53 is enriched in nuclei upon appearance of the unfolded DD, and statistical analysis of the immunofluorescence images supports these conclusions that p53 levels significantly rise and that p53 localizes to the nucleus (Figure 5C).

It is possible that p53 levels rise as a result of an indirect secondary effect caused by the unfolded DD. DNA damage is well known to activate p53 (Kenzelmann Broz et al., 2013), so we triggered the appearance of the unfolded DD and then immunoblotted cell lysates for various markers of DNA damage including phospho-KAP1, phospho-RNA32, phospho-Chk1, and γ-H2AX (Figure 5—figure supplement 1B). None of these hallmarks of DNA damage were significantly induced, suggesting that the DD-GFP-expressing cells were not experiencing DNA damage. ATM and ATR are kinases that are essential for cells to respond to DNA damage (Cimprich and Cortez, 2008), so we used chemical inhibitors of ATM and ATR to assess the potential role of these kinases in the cellular response to the appearance of unfolded DD (Figure 5—figure supplement 1C) (Hickson et al., 2004; Couch et al., 2013). Neither inhibitor affected the cellular response to the unfolded DD, suggesting that DNA damage signaling mediated by ATM or ATR is not responsible for the increased levels of p53. Oxidative stress can also induce p53, so we used CM-H2DCFDA as a sensor for reactive oxygen species in DD-mCherry-expressing cells upon withdrawal of S1. We observed no significant signal by analytical flow cytometry upon creation of the unfolded DD (Figure 5—figure supplement 1D). We conclude that cellular changes in p53 levels are a response to the unfolded DD and not to indirect sequelae such as DNA damage or reactive oxygen species.

To further validate the role of p53 in the cellular response to unfolded DD, we used RNA interference to knockdown p53 in DD-GFP-expressing cells. We then performed RT-qPCR to quantify changes in mRNA levels for various target genes following withdrawal of S1. Knockdown of p53 diminished the DD-dependent induction of p53 targets such as *Mdm2*, *Cdkn1a*, and *Eda2r* (Figure 5D). However, increased mRNA levels were not affected for some of the responsive genes including *Ubc*, *Zfand2a*, and *Gclm* (Figure 5D). These results suggest the involvement of other factors during the response to unfolded DD. Since we see induction of HS proteins and oxidative stress genes, we performed used RNAi to knockdown *Hsf1* and *Nrf2*, two transcription factors that mediate cellular responses to HS and oxidative stress. Cells were treated with siRNA reagents to knockdown these two genes and RT-qPCR was used to quantify mRNA levels of two dozen genes that are induced by the unfolded DD. Although most of the responsive genes were unaffected by knockdown of HSF1 and NRF2, loss of these factors did affect the induction of some responsive genes. Loss of Hsf1 attenuated the induction of several HS proteins (*Hspa1b, Hsph1, Dnajb1*) and loss of Nrf2 affected the induction of oxidative stress genes (*Hmox, Osgin, Sqstm1/p62*), respectively. These studies are far from comprehensive, but we can conclude that the cellular response to unfolded DD involves several stress-responsive transcription factors (Figure 5—figure supplement 2).

### Cellular responses differ for nuclear or cytosolic unfolded proteins

Cells have evolved protein QC surveillance mechanisms to monitor discrete cellular compartments such as the secretory pathway (erUPR) and mitochondria (mitoUPR), so we considered the possibility that the unfolded DD may elicit different transcriptional responses if unfolded protein were to appear in the nucleus or in the cytosol. We tagged the DD-GFP fusion protein with a nuclear localization signal and created an NIH3T3 cell line that expressed the DD-GFP fusion protein primarily in the nucleus. A complementary cell line was created, expressing a DD-GFP-mCherry fusion protein that was tagged with a nuclear export sequence. FACS-based cell sorting was used to select cells that express both the nucleus-localized and the nucleus-excluded DD-GFP at similar levels (Figure 6—figure supplement 1A). Fluorescence micrographs of both cell lines treated with S1 revealed that the targeted DD-GFP fusion proteins are present primarily in their expected compartments (Figure 6A). Analytical flow cytometry was used to quantify the rates of DD-GFP degradation upon withdrawal of S1, revealing that the nuclear DD-GFP was degraded with faster kinetics than the cytosolic DD-GFP (Figure 6—figure supplement 1B).

**Figure 6.**
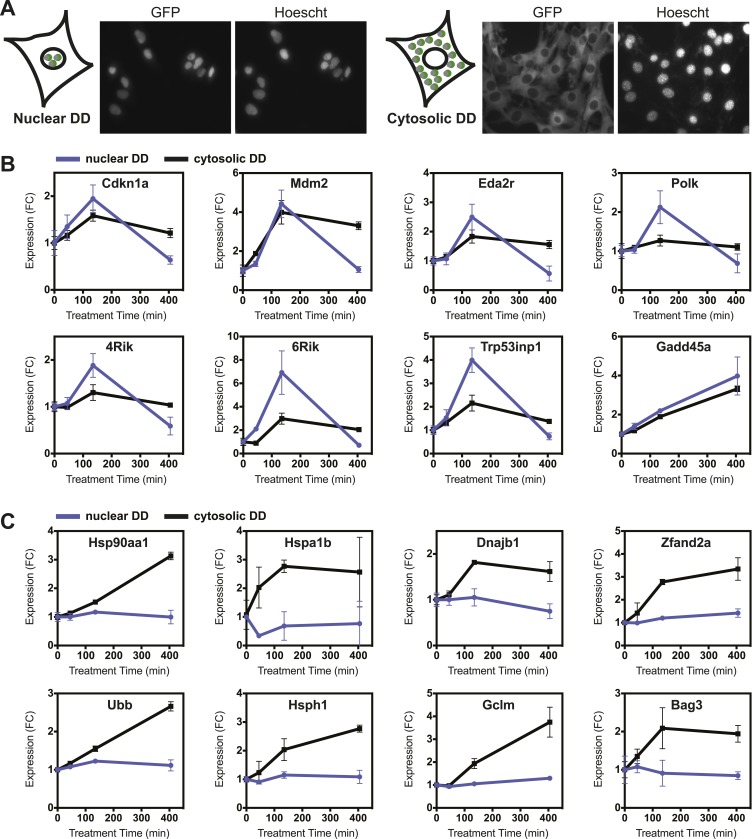
Nuclear or cytosolic unfolded proteins elicit distinct responses. (**A**) Images of live NIH3T3 cells stably expressing nuclear DD-GFP or cytosolic DD-GFP. Hoechst 33,342 was used to image nuclei. (**B**, **C**) Unfolded DD was induced by withdrawal of S1, and transcript levels of specific genes were quantified using RT-qPCR at the indicated times. Genes that respond more strongly to nuclear unfolded DD are shown in panel **B**, and genes that are induced by cytosolic unfolded DD are shown in panel **C**. Transcript levels were normalized to GAPDH and expressed relative to unperturbed samples. **DOI:** http://dx.doi.org/10.7554/eLife.07687.013

**Figure 6—figure supplement 1.**
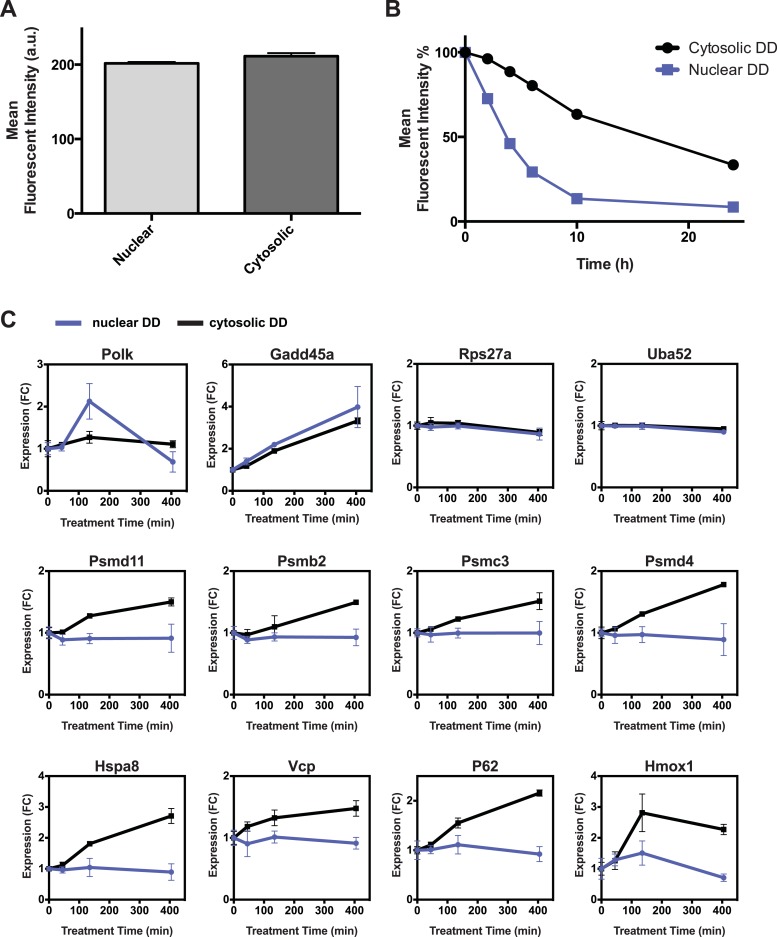
Additional comparisons of nuclear vs cytosolic unfolded protein stress. (**A**) Comparison of fluorescent level between nuclear DD cells and cytosolic DD cells by analytical flow cytometry. (**B**) Flow cytometry data of the kinetics of nuclear DD-GFP and cytosolic DD-GFP degradation. NIH3T3 cells stably transduced with the DD-GFP fusions were cultured with S1 1 μM. The S1 was withdrawn and the decrease in fluorescence was monitored. (**C**) S1 was withdrawn from cultures of NIH3T3 cells stably expressing the nuclear or the cytosolic DD-GFP fusion protein, and transcript levels of the designated genes were quantified using RT-qPCR. Transcript levels were normalized to GAPDH and expressed relative to unperturbed samples. **DOI:** http://dx.doi.org/10.7554/eLife.07687.014

Unfolded DD was created in each cell line, and cells were harvested at 45, 135, and 405 min for transcript analysis using RT-qPCR. The mRNA levels of several genes, predominantly known p53 targets such as *Cdkn1a*, *Gadd45a*, and *Mdm2* respond to the appearance of either the nuclear or cytosolic unfolded DD (Figure 6B, Figure 6—figure supplement 1C). Other genes including DNA polymerase kappa and *Trp53inp1* are more sensitive to the unfolded DD in the nucleus. Conversely, we observed that transcript levels of many genes are relatively insensitive to the appearance of unfolded DD in the nucleus but are strongly induced by cytosolic unfolded DD (Figure 6C, Figure 6—figure supplement 1C). Genes falling into this group include chaperones (*Hsp90aa1*, *Hspa1b*, *Hspa8*, *Dnajb1*), proteasome subunits, known protein QC surveillance proteins (*Bag3*, *Zfand2a*, *Gclm*, *p62*/*Sqstm1*), and two of the four mammalian ubiquitin genes (*Ubb* and *Ubc*).

### The cellular response to unfolded DD provides a fitness benefit to dividing cells

In order to assess how cellular fitness might be affected by the appearance of the unfolded DD, we co-cultured the DD-GFP-expressing cells with unmodified NIH3T3 cells (Sancho et al., 2013). We created unfolded DD by withdrawing S1 for 45, 135, or 405 min. Cells were co-cultured for an additional 17 hr in S1-containing media and then analyzed by flow cytometry to quantify the ratio of DD-GFP-expressing cells to control cells (Figure 7A). We observed that the amount of time cells were exposed to the unfolded DD inversely correlated with replicative fitness. Creating unfolded DD for a period as brief as 45 min caused a significant and reproducible reduction in the population of DD-GFP cells, and 405 min of exposure to unfolded DD caused the original ratio of 61:39 (DD-GFP:control cells) to fall to 51:49. Cells that express threefold lower amounts of the DD do not experience this replicative fitness defect (Figure 7A). In attempt to identify the source of this replicative fitness defect, we used RNAi to knockdown p53, Hsf1, and Nrf2 in separate populations of cells. Loss of p53 reduces the replicative phenotype exhibited by cells challenged with the unfolded DD, whereas loss of Hsf1 or Nrf2 did not reveal any detectable effect in cycling cells (Figure 7—figure supplement 1A–C). Thus, there is a replicative cost for cells challenged with the unfolded DD, and this response appears to be mediated, at least in part, by p53.

**Figure 7.**
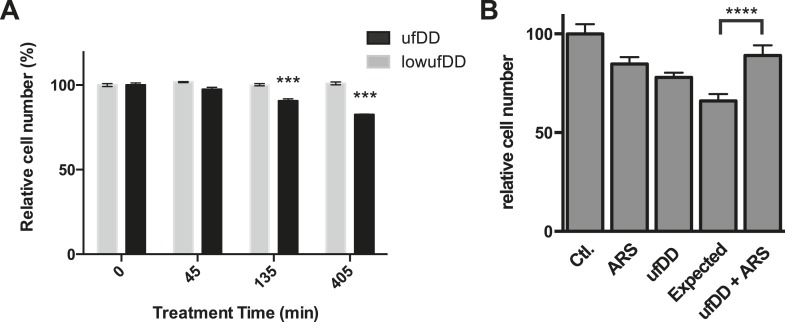
The cUPR provides protection against subsequent proteotoxic stress. (**A**) NIH3T3 cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in the presence of 1 μM S1. The stabilizing S1 was withdrawn for 45, 135, or 405 min and then re-administered to the cells for an additional 17 hr. Analytical flow cytometry was used to quantify the relative populations of each cell type. The experiment was performed in triplicate for populations of cells expressing high levels of DD-GFP that induce the unfolded DD stress response (ufDD, black) as well as the cell line expressing threefold lower levels of DD-GFP (low ufDD, gray) as shown in Figure 2B. (**B**) Cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in a 24-well plate. One group of cells was not exposed to stress from either the unfolded DD or 30 μM aqueous sodium arsenite (Ctl). The second group was exposed to arsenite only (ARS). The third group experienced the unfolded DD by withdrawal of S1 (shown as ufDD), and the fourth group was exposed to the unfolded DD followed by arsenite stress (ufDD + ARS). The relative populations of each cell type were quantified using analytical flow cytometry, with the control sample as the reference point for cells expressing DD-GFP. Expected = predicted fraction of DD-GFP cells assuming the unfolded DD and arsenite are additive. *** p-value < 0.001 by Welch's test, **** p-value < 0.0001 by Welch's test. **DOI:** http://dx.doi.org/10.7554/eLife.07687.015

**Figure 7—figure supplement 1.**
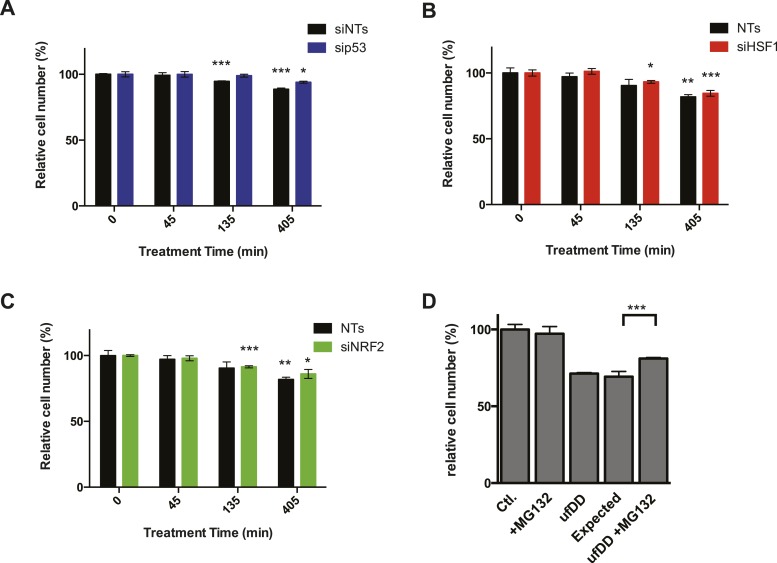
The effect of transcription factors on cell growth. (**A**) NIH3T3 cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in the presence of 1 μM S1. The stabilizing S1 was withdrawn for 45, 135, or 405 min and then re-administered to the cells for an additional 17 hr. Analytical flow cytometry was used to quantify the relative populations of each cell type. The experiment was performed in triplicate for populations of cells expressing high levels of DD-GFP experiencing siRNA of p53 (blue) as well as the cell line experiencing non-target siRNA (siNT, black). (**B**) NIH3T3 cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in the presence of 1 μM S1. The stabilizing S1 was withdrawn for 45, 135, or 405 min and then re-administered to the cells for an additional 17 hr. Analytical flow cytometry was used to quantify the relative populations of each cell type. The experiment was performed in triplicate for populations of cells expressing high levels of DD-GFP experiencing siRNA of HSF1 (red) as well as the cell line experiencing non-target siRNA (siNT, black). (**C**) NIH3T3 cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in the presence of 1 μM S1. The stabilizing S1 was withdrawn for 45, 135, or 405 min and then re-administered to the cells for an additional 17 hr. Analytical flow cytometry was used to quantify the relative populations of each cell type. The experiment was performed in triplicate for populations of cells expressing high levels of DD-GFP experiencing siRNA of NRF2 (green) as well as the cell line experiencing non-target siRNA (siNT, black). (**D**) Cells expressing DD-GFP were co-cultured with unmodified 3T3 cells in a 24-well plate. One group of cells was not exposed to stress from either the unfolded DD or 10 μM MG132 (Ctl). The second group was exposed to MG132 only (MG132). The third group experienced the unfolded DD by withdrawal of S1 (shown as ufDD), and the fourth group was exposed to the unfolded DD stress followed by proteotoxic stress (ufDD + MG132). The relative populations of each cell type were quantified using analytical flow cytometry, with the control sample as the reference point for cells expressing DD-GFP. Expected = predicted fraction of DD-GFP cells assuming unfolded DD and MG132 are additive. ** p-value < 0.05 by Welch's test, ** p-value < 0.01 by Welch's test, *** p-value < 0.001 by Welch's test. **DOI:** http://dx.doi.org/10.7554/eLife.07687.016

We used a similar co-culture experiment to examine whether the cellular response to the appearance of unfolded DD protects cells from the adverse effects of unfolded protein. Cells expressing DD-GFP were mixed with NIH3T3 cells and co-cultured in the presence of S1. The S1 was then either withdrawn for 5 hr or S1 was maintained in the media. At the 5-hr timepoint, S1 was re-administered, and the cells were co-cultured for an additional hour to allow recovery from the unfolded DD. At this point, the co-cultured cells were then treated with either vehicle or with 30 μM sodium arsenite (Yun et al., 2008), cultured overnight, and analyzed at 24 hr (post appearance of unfolded DD) by flow cytometry. Both proteotoxic stresses affect the replicative potential of cells expressing the DD-GFP fusion protein. If the effects of the two stresses were additive, one could estimate an expected ratio of the DD-GFP:control cells (Figure 7B). Cells that responded to the appearance of the unfolded DD were strongly cross-protected from arsenite toxicity. A similar effect was seen when a different proteotoxic stress, the proteasome inhibitor MG132, was used to challenge the co-cultured cells (Figure 7B, Figure 7—figure supplement 1D). These results suggest that the transcriptional response induced by the appearance of the unfolded DD provides a fitness benefit by protecting cells against other forms of proteotoxic stress (Calabrese et al., 2007; Morimoto, 2011).

## Discussion

Our understanding of the cellular responses to protein-folding stress has been achieved through the use of relatively blunt experimental perturbations. Culturing eukaryotic cells at elevated temperatures or in the presence of hydrogen peroxide affects not only proteins but virtually every molecule in the cell (Zunino et al., 2001). Nevertheless, these perturbations have enabled many insights into the HSR and other protein-folding stress responses. Studies of the erUPR in the secretory pathway rely heavily upon the use of small molecules such as tunicamycin, thapsigargin, or dithiothreitol, and ethidium bromide is used to rapidly stress the protein-folding environment within mitochondria. Genetic methods to introduce stress are more specific but not as acute. Transgenes encoding folding-defective mutants of cellular proteins (e.g., CPY*) have been valuable for studies of protein folding and trafficking (Knop et al., 1996). However, there are few examples of mutant proteins being used to activate the HSR, despite the conventional wisdom that the HSR responds to unfolded proteins (Wolff et al., 2014). Mutant proteins that are prone to misfold affect cellular fitness when constitutively expressed (Geiler-Samerotte et al., 2011). However, the chronic nature of these genetically encoded stressors allows cells to adapt to their presence, rendering these perturbations unsuitable for studies of cellular responses that are induced by acute stress.

Given the success achieved using the acute, small molecule perturbants described above, we were optimistic that the ability to rapidly create a specific unfolded protein would illuminate cellular surveillance mechanisms that otherwise would be difficult to observe (Chu et al., 2013). The DDs we employed possess many attributes that make them attractive as conditional unfolded proteins. DDs are genetically encoded, providing opportunities to control subcellular localization. Additionally, DDs are maintained in a metabolically stable, folded conformation when bound to their stabilizing ligands, but withdrawal of the stabilizing ligand initiates the rapid unfolding of the DD (Egeler et al., 2011). Considered together, these features endow the DDs with the specificity inherent in genetic approaches combined with the temporal advantages derived from the use of small molecule pharmacology (Rakhit et al., 2014).

The cellular response to unfolded DD shares some functional similarities with the HSR and the erUPR. The transcriptional response is dose-dependent in the sense that lower levels of unfolded DD trigger a weak response or no response relative to higher levels of unfolded protein. Presumably, cells do not need to respond to the unfolded DD if they can degrade it rapidly, similar to the erUPR is not activated until endoplasmic reticulum-associated degradation is either overwhelmed orincapacitated (Travers et al., 2000). Additionally, as is observed with other stress responses, cells that mount the response to the unfolded DD pay a replicative fitness cost relative to cells that do not. However, a benefit accrues to cells that initiate this transcriptional response in the form of cross-protection from other forms of proteotoxic stress.

Despite these similarities, the cellular response to the unfolded DD and the HSR appears to be mechanistically distinct, although it is important to recall the challenges inherent in such a comparative analysis. First, the perturbations are fundamentally different. The discrete unfolded DD is qualitatively and quantitatively different from the variety of changes wrought by HS. HS will cause many proteins to unfold, and the overall amount of unfolded protein will likely be higher than can be attained using the unfolded DD. Additionally, HS causes hundreds or thousands of different proteins to unfold. This variety of stressors may present unique challenges for cellular QC surveillance pathways. Finally, HS affects all cellular molecules including nucleic acids and membranes.

Temporal differences present a second potential challenge for such a comparison. Given that the perturbations are fundamentally different in nature and intensity, the cellular response to two different stresses might begin at different times relative to the experimental initiation of the perturbations. Taken to its logical limit, even two identical cellular responses that are compared out-of-phase with each other (i.e., initiated at different times) may appear unrelated by gene expression analysis. So, lists of responsive genes should include any gene that responds to a stimulus in a statistically significant manner at any of the measured timepoints.

Even using such inclusive definitions for all three perturbations we employed in this study, the response to unfolded DD has little in common with the erUPR (Figure 4A). Genes that facilitate protein homeostasis in the secretory pathway may not necessarily be beneficial for protein folding in the cytosol or nucleus, so one might reasonably expect these two responses to be unrelated. Conversely, given the shared biological goals of the cellular response to unfolded DD and the HSR, one might expect to find overlap in the lists of responsive genes. Gene expression analysis suggests that is the case: the number of induced genes found in common for both perturbations, though modest, is greater than would be expected by chance (Figure 4A).

Not surprisingly, several chaperone genes are induced by both the unfolded DD and the HSR including *Hsp90ab1*, *Hspa1b*, *Hsph1*, *Hspa8*, *Bag3*, *Dnajb1*, *Dnajb2*, *St13*/*Hip*, and *Hspb8*. However, many stress response genes are uniquely induced by the unfolded DD (Supplementary file 2). 

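All 9 chaperone genes named here were higher at 135 min of HS than in the reference under every normalization and model tried, and 8 were induced (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apart from Hspa1b and Hsph1, the log2 fold changes at 135 min were 4.17 for Bag3, 2.53 for Dnajb2, 2.35 for Dnajb1, 1.69 for St13, 1.57 for Hspb8 and 0.99 for Hspa8. Hsp90ab1, on chromosome 17 of mm9 from 45704727 to 45710210, did not pass, with 8458 ± 530 against 4087 ± 1038 CPM (SD, n = 3), a log2 fold change of 1.05 (standard error 0.278, adjusted p = 0.0574, edgeR). Dnajb1, on chromosome 8 from 86132074 to 86135801, had the smallest adjusted p-value of the 9, with 325 ± 17.7 against 63.6 ± 6.78 CPM (SD, n = 3; standard error 0.194, adjusted p = 0.00534, edgeR). Fits that left out 1 culture gave from 2 to 9 of the 9 chaperone genes as induced. At 135 min, Hsph1, Bag3, Dnajb2, St13 and Hspb8 each lost their call in 3 of 6 such fits. Hspa8 lost its call in 4 of 6, while Hspa1b and Dnajb1 kept theirs in all 6. At 45 min, 0 of the 9 were induced, and 5 were higher at an unadjusted p-value under 0.05. None passed with the replicate block: as paired by the labels, 0 of these chaperones were induced by HS, where same-numbered samples correlated at -0.157 at 135 min. The changes themselves hardly moved, with a median log2 fold change of the 9 genes at 135 min of 2.36 with the block and 2.35 without. The block leaves fewer degrees of freedom, so the lost calls do not show that the response was absent.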

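Among the 10 aggresome genes named in the text, HS induced 0 and repressed 0 at either time (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). At an unadjusted p-value under 0.05, 1 was higher and 0 lower at 45 min, and 3 were higher and 2 lower at 135 min. Their log2 fold changes lay between -0.64 and 0.56 at 45 min and between -0.75 and 0.79 at 135 min. With the replicate block, paired by the labels, HS induced and repressed 0 of all genes tested, so a 0 for this list cannot show stability. Same-numbered samples correlated at 0.166 and -0.157 at 45 and 135 min. Leaving out 1 culture gave from 0 to 3 aggresome genes induced by HS and from 0 to 2 repressed. Whether the effect of unfolded DD on these genes differs from that of HS was not tested, because the unfolded DD samples are not analysed here.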

For example, the appearance of unfolded DD, but not the HSR, induces the expression of genes involved in aggresome formation such as *Hdac6*, *Vcp*/*p97*, several dynenin genes (*Dync1h1*, *Dync1li1*, *Dynll2*, *Dctn2*, *Dctn3*, and *Dctn4*), and the minus end-directed kinesins *Kif3c* and *Kifc1*. The unfolded DD uniquely induces genes involved in autophagy including *Ulk1*, *Tsc2*, *Wdr45*, *Atg2a* and *Atg2b*, *Vps11*, *Gabarapl1* and *Gabarapl2*, and cathepsins A and D. Many of the genes encoding proteasome subunits are induced by the unfolded DD but not the HSR (Figure 4F), and several other UPS genes are uniquely up-regulated by the unfolded DD including ubiquitin ligases (*Keap1*, *Ube4a*, *Ube4b*, *Huwe1*, *Klhl21*, *Ube2o*, *Ubr2*, *Ubr3*, *Ubr4*, *Herc2*, *Mdm2*) and deubiquitinating enzymes (*Usp14*, *Usp19*, *Usp20*, *Usp27x*, *Usp3*, *Usp5*). 

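HS induced 0 and repressed 0 of the 10 autophagy genes and 0 and 0 of the 17 ubiquitin ligase and deubiquitinating enzyme genes named here (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). At an unadjusted p-value under 0.05, 1 autophagy gene was higher and 1 lower at 45 min of HS, and 2 were higher and 1 lower at 135 min. Of the ubiquitin-related genes, 0 changed at 45 min, and 1 was higher and 1 lower at 135 min by the same unadjusted measure. At 405 min of tunicamycin, 2 autophagy genes (Wdr45 and Gabarapl1) were induced and 1 (Atg2a) repressed, and of the ubiquitin-related genes 1 (Ube4b) was induced and 7 repressed. With the replicate block, as the labels pair the samples, HS changed 0 of all genes tested, so a 0 for these lists cannot show stability. Same-numbered samples correlated at 0.166 and -0.157 at 45 and 135 min. Leaving out 1 culture gave from 0 to 2 autophagy genes induced by HS and from 0 to 2 repressed. For the ubiquitin-related genes, such fits gave from 0 to 2 induced and from 0 to 4 repressed.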

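Among the 8 apoptosis-related genes named in the text, HS induced 0 and repressed 0 at either time (edgeR, Benjamini-Hochberg adjusted p-value under 0.05). At an unadjusted p-value under 0.05, 0 were higher and 0 lower at 45 min, and 0 were higher and 1 lower at 135 min. At 405 min of tunicamycin, Parp2 was induced and Apaf1 repressed. The replicate block, paired by the labels, left 0 of all genes tested changed by HS, so a 0 for this list cannot show stability. Same-numbered samples correlated at 0.166 and -0.157 at 45 and 135 min. Leaving out 1 culture gave from 0 to 1 apoptosis-related gene induced by HS and from 0 to 4 repressed.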

Finally, many apoptosis-related genes are uniquely induced by the appearance of unfolded DD including *Fas*, *Wrap53*, *Apaf1*, *Tnfrsf10b*/DR5, *Eda2r*, *Parp2*, *Parp4*, and *Bak1*.

One key difference between these two stress responses is the presence of a p53-dependent arm in the cellular response to unfolded DD. The involvement of p53 may explain many genes uniquely induced by unfolded DD, for example, the selective induction of the genes encoding proteasome subunits. However, mRNA-seq and ChIP-seq analyses of p53 target genes implicate only three of these genes (*Psmb3*, *Psmc3*, *Psmd13*) as direct p53 targets, out of the 16 that are uniquely induced by the appearance of unfolded DD (Kenzelmann Broz et al., 2013). Indeed, RNAi-mediated knockdown of p53 demonstrated that this transcription factor is involved in the induction of some, but not all, of the genes induced by unfolded DD (Figure 5D). Similar findings were observed when Hsf1 or Nrf2 were knocked down. This clear difference between the two cellular stress responses, not explained by these three stress-response pathways, suggests the involvement of at least one additional (not yet identified) arm of the cellular response to unfolded DD that is not shared by the HSR.

The biophysical properties of p53 may explain its absence from the HSR. At 37°C, the p53 core domain unfolds in vitro with a half-time of only 9 min, so it is possible that p53 is unable to maintain its folded, functional conformation when cells are exposed to the higher temperatures used to initiate the HSR (Friedler et al., 2003). If one were able to generate large amounts of unfolded protein at 37°C (i.e., simulate the HSR under standard culture conditions), p53 might be involved in the response. Indeed, treatment of mammalian cells with proteasome inhibitors, which causes misfolded proteins to accumulate, leads to increased p53 levels and the induction of p53-dependent proteins such as *Mdm2* and *Cdkn1*/p21 (Lopes et al., 1997; Pandit and Gartel, 2011).

Targeting the folded DD to either the nucleus or the cytosol allowed us to create unfolded protein in a specific cellular compartment. This unique experimental feature revealed that a subset of the genes induced by unfolded DD respond more strongly to nucleus-localized unfolded DD, whereas other responsive genes are more sensitive to unfolded cytosolic protein. The creation of unfolded protein in the nucleus induces primarily p53-dependent genes, implying that p53 (either directly or indirectly) may be responsible for protein QC surveillance in the nucleus. Gardner has characterized a nuclear E3 ubiquitin ligase in yeast called San1p that appears to recognize and ubiquitylate unfolded or misfolded proteins (Rosenbaum et al., 2011). Although SAN1 orthologs have not been found in higher eukaryotes, metazoans may likewise have evolved mechanisms to perform protein QC surveillance in the nucleus. The fact that p53 responds to the appearance of unfolded protein, especially its sensitivity to unfolded protein in the nucleus, suggests that p53 may play a central role in nuclear protein QC surveillance in addition to its role as the guardian of the genome. In support of this hypothesis, Sawa and co-workers have reported that mutant huntingtin protein binds directly to p53, leading to higher p53 levels and the induction of p53-responsive genes (Bae et al., 2005).

Although p53 appears to respond to unfolded protein that is created in either the nucleus of the cytosol, many of the genes that are induced by unfolded DD are strongly induced by cytosolic unfolded protein but respond modestly or not at all when the unfolded protein is created in the nucleus (Figure 6C). Several chaperones, proteasome subunits, ubiquitin genes, and redox-responsive genes fall into this category. This result suggests that there are one or more protein QC surveillance pathways that monitor unfolded protein in a compartment-specific manner.

The fact that cells respond so differently to the appearance of nuclear or cytosolic unfolded DD may have mechanistic implications for the cellular response to unfolded DD. We know that newly unfolded DD is rapidly ubiquitylated, which might deplete, at least temporarily, cellular levels of ubiquitin. One potential mechanism to initiate the cellular response to unfolded DD might include a futile cycle involving the production and rapid degradation of a transcription factor (Barton and Sontag, 2013). When conditions favor homeostasis, the surveillance transcription factor would be constitutively ubiquitylated and degraded. However, under conditions of proteotoxic stress, when ubiquitin becomes unavailable, the surveillance transcription factor would be stabilized and become competent to regulate the expression of genes involved in restoring homeostasis to the cell.

The mitoUPR operates in this fashion with ATFS-1 in the role of the surveillance factor (Nargund et al., 2012). Similarly, the Nrf2 transcription factor is degraded by the E3 ligase Keap1 until oxidative stress disables Keap1, allowing Nrf2 levels to rise and regulate redox-responsive stress genes (Kobayashi et al., 2004). A similar mechanism might explain the cellular response to unfolded DD, with p53 and other as yet unknown transcription factors in the roles of surveillance factors. However, one would expect the pool of cellular ubiquitin to rapidly partition between the nucleus and cytosol. Assuming rapid ubiquitin equilibration, the subcellular location of the unfolded protein should not affect the cellular response. The cellular response should be initiated by either cytosolic or nuclear unfolded protein, and the ensuing transcriptional programs should be identical. This is not what we observe, so it seems unlikely that ubiquitin depletion alone triggers the transcriptional response to unfolded DD.

The health of an organism depends, at least in part, on the ability of its protein QC surveillance mechanisms to ensure that misfolded proteins are degraded (Chiti and Dobson, 2006). There is evidence in humans that these surveillance systems become less effective with age, leading to higher levels of aberrantly folded proteins, particularly in post-mitotic cells such as neurons (Douglas and Dillin, 2010). Protein misfolding and aggregation is correlated with, and in some cases likely causative of, a variety of neurodegenerative diseases including Alzheimer's, Parkinson's, and Huntington's diseases (Morimoto, 2008; Knowles et al., 2014). It is well known that cells try to rescue aberrantly folded proteins by refolding them using chaperones or destroy them via the proteasome or autophagy (Hartl et al., 2011). However, we are only beginning to understand the basic mechanisms by which cells target cytosolic and nuclear proteins for degradation when the proper folded state cannot be achieved. One of the barriers to progress in this field is the lack of good tools and methods that would allow us to move beyond simple correlations to mechanistically probe the specific relationships between protein folding and the etiology of diseases where protein misfolding has been implicated. The use of the DDs to illuminate a new cellular response used to maintain protein homeostasis highlights how useful these molecular tools can be.

An increased understanding of the cellular response to the appearance of unfolded DD may also point to new strategies for diagnosing and ultimately treating unmet medical needs such as neurodegenerative diseases and cancer. Many features of this stress response remain to be discovered, including the molecular mechanisms that initiate the transcriptional response as well as the identities of the genes that contribute most strongly toward maintaining a healthy protein-folding environment (Gibney et al., 2013). Connections between protein QC surveillance mechanisms and disease are of particular interest, although hints are readily apparent. Mutations in proteins involved in the UPS have been implicated in neurological disease (e.g., Ube3a in Angelman syndrome and Ube3c in autism spectrum disorders) (Greer et al., 2010; O'Roak et al., 2012). The key sensor in the HSR, Hsf1, has recently been shown to regulate in malignant cancer cells a transcriptional program that is distinct from the program induced by HS (Mendillo et al., 2012). Finally, although a firm mechanistic picture is not yet clear, there is convincing evidence of an inverse correlation between Parkinson's disease and cancer, with a similar pattern becoming clear for Alzheimer's disease and cancer (Driver et al., 2012). The previously unappreciated role of p53 in protein QC surveillance might provide a mechanistic basis for this anticorrelation.

## Materials and methods

### Cloning

Constructs were subcloned using standard molecular biology techniques into the PiggyBac Transposon System vector pB (System Biosciences, Mountain View, CA), which the Super PB transposase recognizes transposon-specific inverted terminal repeat sequences located on both ends of the transposon vector and moves the contents from the original sites and efficiently integrates them into TTAA chromosomal sites. We made plasmids with FKBP-derived DD-sfGFP, FKBP-derived DD-mCherry, FKBP-derived Nuclear DD-sfGFP, ecDHFR-derived DD-sfGFP, and FKBP-derived Cytosolic DD-sfGFP. For Nuclear DD-sfGFP, we placed the PPKKKRKV sequence, a nuclear localization signal from SV40 Large T-antigen, N-terminus of DD-GFP. Cytosolic DD-sfGFP was made by integrating nuclear exporting sequence from REV protein (LQLPPLERLYLD) in N-terminus and mCherry in C-terminus. Also, low-expressing DD-sfGFP and sfGFP constructs were cloned by the retroviral expression vector pBMN, which features long terminal repeats that contain all necessary elements for gene expression once integrated into the mammalian genome.

### Cell culture, transfections, and transductions

The NIH3T3 cell line (ATCC CRL-1658) was cultured in DMEM (Dulbecco's Modified Eagle Medium) supplemented with 10% heat-inactivated donor bovine serum (Invitrogen), 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. All other cell lines were cultured with 10% heat-inactivated fetal bovine serum (Invitrogen), 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin.

Retrovirus was produced by transfecting ΦNX ecotropic cells with pBMN plasmids using standard TransIT-LT1 (Mirus) protocols. Viral supernatants were harvested 48 hr post-transfection and filtered (0.45 µm, Fisher). NIH3T3 cells were incubated with the retroviral supernatants supplemented with 4 µg/ml polybrene for overnight at 37°C. Cells were cultured in growth media for 48–72 hr to allow for viral integration. Infected cells were sorted by FACS for high-GFP level cells.

Cells were plated at 10 × 10^4^ cells per well of a 6-well plate 12 hr prior to transfection. Cells were co-transfected with plasmid of pB vector and PiggyBac Transposase vector following standard protocols using TransIT-LT1 (Mirus). Cells were cultured in growth media for about a week for stable integration, and transfected cells were sorted by FACS for high-GFP level cells.

### Withdrawing ligand

To remove S1 from culture media for DD-GFP or GFP cells, we directly added purified 500 µM FKBP(F36V) protein in cultured media to make final concentration of 5 µM FKBP(F36V) protein. To withdraw trimethoprim from DHFRDD-GFP cells, cells were washed twice with culture media then incubated with the fresh media.

### Recombinant protein purification

BL21 cells expressing His_6_-FKBP(F36V) protein (Egeler et al., 2011) or His_6_-FKBP(F36V)-sfGFP protein were cultured in Luria–Bertani media at 37°C until optical density at 600 nm reached 0.5–0.7. Protein expression was induced with 0.5 mM isopropyl β-D-1- thiogalactopyranoside at 20°C overnight, then cells were harvested by centrifugation at 4500 RPM for 20 min at 4°C. Cells were lysed in phosphate-buffered saline (PBS) buffer supplemented with 1 mg/ml lysozyme (Invitrogen) and left on ice for 30 min. After sonication, Triton X-100 (Sigma) was added to 1%, and after 30 min incubation on ice, the solutions were centrifuged at 19,000 RPM for 30 min at 4°C. The soluble fraction was bound to Ni-NTA resin at 4°C for 1 hr. The resin was washed several times with wash buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 20 mM imidazole at pH 8) until eluent was free of protein by absorbance at 280 nm, then protein was eluted with elution buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 250 mM imidazole at pH 8). Eluted solutions were combined and dialyzed into dialysis buffer (PBS with 4% glycerol) and stored at −80°C.

### Flow cytometry

Cells were trypsinized and resuspended in culture media before flow cytometry experiments. Sorting was performed at the Stanford Shared FACS Facility using BD FACSAria sorter. For co-culture growth experiments, cells were trypsinized and resuspended in culture media before flow cytometry experiments. Then, we analyzed cells by FACSCalibur with no less than 25,000 events represented. Collected data were analyzed using FlowJo software.

### mRNA-seq

Total RNA was harvested using QIAShredder columns (Qiagen) and RNAEasy kit (Qiagen). Poly(A) RNAs were purified from total RNA using Dyna oligo(dT) beads (Invitrogen), and fragmented using RNA Fragmentation reagents (Life Technologies). For first-strand cDNA synthesis, we used fragmentated RNA, random hexamer primers (Life Technologies), 10xRT buffer (Life Technologies), 25 mM or 50 mM MgCl_2_ (Life Technologies), 0.1 M DTT, RNaseOUT (Life Technologies), 10 mM dNTP mix (Life Technologies), and SuperScript III Reverse Transcriptase (Life Technologies) in 20 µl reaction volume. Samples were subjected to second-strand cDNA synthesis with DNA polymerase I (Invitrogen), 500 mM Tris-HCl pH 7.8 buffer, 50 mM MgCl_2_ (Life Technologies), 0.1 M DTT, RNaseH (Life Technologies), 10 mM dNTP mix (Life Technologies). Samples were then subjected to end repair using End-It DNA End-Repair Kit (epicentre). We followed Illumina's genomic DNA library preparation protocol with some modifications. We used Ligafast (Promega) and a 1:40 dilution of the ligation adaptor mix for the adaptor ligation step. In addition, we used Encore SP+ Complete RNA seq kit (NuGEN) and Mondrian SP+ system (NuGEN) for preparing cDNA library for samples. The quality and amount of cDNA samples were checked by BioAnalyzer (Agilent) and Qubit (Life Technologies). Deep sequencing was performed with Illumina Hiseq 2000 in Stanford Sequencing Service Center. Sequencing data have been submitted to GEO (accession numbers GSE65504, GSE65636, and GSE71145).

### Bioinformatic analysis

Illumina reads were aligned to the mm9 mouse genome assembly and analyzed against RefSeq using the DNAnexus platform (https://dnanexus.com/). Any genes with read count of zero were removed from the sets. Then, differential gene expression analyses were performed by using edgeR, (http://www.bioconductor.org/). The lists of up- or down-regulated genes were obtained using a FDR of 0.05 as a cutoff. Gene enrichment analyses were performed using DAVID (http://david.abcc.ncifcrf.gov/). All statistical analyses were performed in R (www.rproject.org) or Prism 6 (http://www.graphpad.com/scientific-software/prism/).

### Hierarchical clustering and heatmap visualization

Hierarchical clustering with centered correlation and centroid linkage was implemented using Cluster 3.0 (http://bonsai.hgc.jp/∼mdehoon/software/cluster/software.htm#ctv). Java TreeView software (jtreeview.sourceforge.net/) was used to create heatmaps.

### RT-qPCR

Total RNA was harvested using QIAShredder columns (Qiagen) and RNAEasy kit (Qiagen). We used 300 ng–1000 ng of total RNA, and treated samples with RQ1 RNase-Free DNase (Promega). For reverse transcription of RNAs, we used DNase-treated total RNA, a mixture of random hexamer primers (Life Technologies) and oligo dT primers (Life Technologies), 10xRT buffer (Life Technologies), 25 mM or 50 mM MgCl_2_ (Life Technologies), 0.1 M DTT, RNaseOUT (Life Technologies), 10 mM dNTP mix (Life Technologies), and SuperScript III Reverse Transcriptase (Life Technologies) in 10 µl reaction volume. RT-qPCR analyses were carried out using Power SYBR Green PCR Master Mix (Life Technologies) on 7900HT Fast Real-Time PCR System (Applied Biosystems). Primer sequences are included in Supplementary file 6.

### Western blot analysis

Cells were washed with PBS and lysed with the buffer. Lysates were resolved by SDS-PAGE (Sodium Dodecyl Sulfate Polyacrylamide Gel Electrophoresis) and transferred to PVDF (Polyvinylidene Fluoride) membrane (Millipore) as previously described (Egeler et al., 2011). Detection was achieved using (Horseradish Peroxidase) HRP-conjugated secondary antibodies and Millipore Immobilon. Western blot quantification was performed using ImageJ (http://imagej.nih.gov/ij/).

### Antibodies

Antibodies were anti-GAPDH (mouse, 6C5, Abcam), anti-GFP (mouse, JL-8, Clontech), anti-HA (rat, 3F10, Roche), anti-tubulin (mouse, DM1A, Sigma), anti-p53 (rabbit, CM5, Vector Lab), anti-phospho-Ser824-Kap1 (rabbit, Bethyl Laboratory), anti-phospho-Ser345-Chk1 (rabbit, 133D3, Cell Signaling), anti-phospho-S4/S8-RPA32 (rabbit, Bethyl Laboratory ), anti- γH2AX (rabbit, 20E3, Cell Signaling), anti-phospho-Ser51-eIF2α (rabbit, Cell Signaling), and anti-Ub (mouse, VU-1, LifeSensors).

### Immunofluorescence

Cells were washed with PBS and fixed in 4% paraformaldehyde, permeabilized with 100 µg/ml digitonin (Sigma) in PBS and blocked with 2% BSA (Bovine Serum Albumin), 2% FBS (Fetal Bovine Serum) in PBS. Cells were incubated with 1:500 p53 CM5 antibody (Vector Lab) in PBS with 2% BSA, 2% FBS. After PBS washes, samples were incubated with 1:1000 Alexa 594-labeled secondary antibody (Invitrogen) and 2 µg/ml Hoechst 33,342 in PBS with 2% BSA, 2% FBS. After the second round of PBS washes, samples were mounted with ProLong Gold Antifade Reagent (Invitrogen). Images were captured on a Zeiss Axioskop 2 epifluorescence microscope equipped with a QICAM FAST 1394 digital CCD camera. Quantification of images was performed using CellProfiler (www.cellprofiler.org).

### siRNA experiments

We used these siRNA reagents: SMARTpool siGENOME Mouse Trp53 (M-040642-02-0005), SMARTpool ON-TARGET plus Mouse Hsf1 (L-040660-01-0005), SMARTpool ON-TARGET plus Mouse Nrf2 (L-040766-00-0005). siRNAs were transfected using Dharmafect1 and as described previously (Chu et al., 2013).

### Growth competition assay

Cells stably expressing DD-GFP and unmodified NIH3T3 cells were mixed and plated in 24-well plates. S1 ligand was withdrawn for various times. Cells were cultured for an additional 17 hr in S1-containing media and then analyzed by flow cytometry to quantify the ratio of DD-GFP-expressing cells to control cells. To assess protective benefits, we used a similar co-culture experiment to examine the potential for the appearance of the unfolded DD to provide a protective benefit to cells exposed to a second source of proteotoxic stress. Cells expressing DD-GFP were mixed with NIH3T3 cells and co-cultured in the presence of S1. The S1 was either withdrawn for 5 hr to trigger the cellular response or S1 was maintained in the media. At the 5-hr timepoint, a media change was used to re-administer S1 and the cells were cultured for an additional hour. At this point, cells were treated with either vehicle or with a second stress (30 µM sodium arsenite or 10 µM MG132), cultured overnight, and analyzed at 24 hr by flow cytometry. Cells that did not experience either stress were defined as the control and the ratio of GFP^+^:GFP^−^ cells at the end of the experiment was set to 100. The effects of the various treatments (unfolded DD only, arsenite or MG132 only, or both unfolded DD and arsenite or MG132) were then quantified using by flow cytometry. Expected effect of both stresses was calculated by multiplying the two mean values of either single-stress condition, and the error was computed by error propagation.

How the deposited data were processed for this re-analysis (not part of the article)

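Processed mRNA-seq files of 18 samples of DD-GFP-expressing NIH3T3 cells were analysed: 3 reference cultures at 37°C without tunicamycin, 3 cultures each at 45 and 135 min of HS at 42°C, and 3 cultures each at 45, 135 and 405 min of tunicamycin, which the legend of Figure 3A gives as 5 µM. Samples were mapped to conditions and replicates from their labels and the paper. Cultures with unfolded DD, with bortezomib or with GFP alone are not analysed here, and the paper's own gene lists were used wherever genes responding to unfolded DD enter a comparison.

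The authors sequenced poly(A) RNA on an Illumina HiSeq instrument, aligned the reads to mm9 and counted them on RefSeq genes with the DNAnexus platform. The paper's text does not name the aligner, the counter or their versions, and each file holds 1 library. The authors deposited an estimated count of reads per gene, not normalized and written with 4 significant digits, of which 17.7% to 23.2% of the low values in each library were not whole. They also deposited an RPKM value, made by the authors from the count, the gene's length and the library total. From the RPKM, the authors made a score by subtracting the mean over the genes of a library and dividing by the SD. They also made a signal by dividing the RPKM by its root mean square in the library, and deposited it with the others. Only the estimated counts were tested. Each file lists 20207 genes, 3 files list 7732 to 7733 of them in another order, and the coordinates of 741 genes differ between files, so values were joined by gene name.

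Estimated counts were rounded to whole numbers. For each comparison, the 3 samples of either group were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 12731 genes with at least 1 read in every one of the 18 samples. Genes with an adjusted p-value under 0.05 are called induced or repressed, after the threshold in the paper's methods. The paper's text names edgeR without naming the test or the design. The standard error of a log2 fold change was computed from the fold change and the F statistic of its test, and CPM values are scaled by TMM within the comparison. Overlaps of gene lists were tested with a one-sided exact hypergeometric test among the genes tested, and also with 9980, the number of genes in Supplementary file 2, in place of the number tested, without cutting the lists to those genes. Top lists hold the 50 genes with the smallest p-values in a direction.

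The genes named are those that the paper names in its mRNA-seq text, in Figure 1 and in its supplement. For each comparison, the 3 largest rises and 3 largest falls past the threshold were added, where all 3 stressed samples lay on 1 side of all 3 samples compared with them and the higher group had at least 50 reads on average. Proteasome genes past the threshold under HS and the chaperones and other genes that the paper's discussion lists were also named. Results of some of these genes are not reported here.

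Between 33415592 and 66478268 reads were counted on genes per sample. A level of 3 reads corresponded to 0.0451 to 0.0898 CPM, which covers counting error only, and the 10 genes with the most reads took 6.78% to 11.41% of the reads of a sample. For genes well above this floor the errors given reflect mainly the spread between cultures. Counting error matters as well where a group lies near the floor, as for Hspb1 in the reference at 135 min of HS (0.107 CPM) and for Olfml2a (0.0506 CPM) and Grpr (0.0653 CPM) at 405 min of tunicamycin, and the size of these changes is uncertain. Rpl26 and Prl2c2 at 135 min of HS were low too, at 0.399 and 0.334 CPM. Replicates were compared by chi-square over 11142 genes, and none were alike enough to be 1 library listed under 2 names.

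The alternatives tried were no filter beyond at least 1 read in 1 compared sample, edgeR's filterByExpr, edgeR's exact test, the DESeq2 1.42.0 Wald test, DESeq2 size factors, total counts without TMM, a shared fit of all 6 groups, the replicate number as a block, 1 surrogate variable from sva 3.50.0, an absolute log2 fold change of at least 1 beside the adjusted p-value, the background of an overlap, and leaving out each replicate in turn. The pairing by replicate number is taken from the labels. An offset for transcript GC content, by lowess with a span of 0.3 in each sample, was added alone and with the replicate block. It also removes any true difference between groups that follows GC content. GC content came from the longest GENCODE transcript of each symbol on the same build as mm9, with a value for 19844 of the 20207 genes (98.2%, 821 of them matched through a synonym). Other splits of 6 samples into 3 and 3 were refitted (10 for each comparison). Permutation tests used 100000 permutations, and random gene lists 10000 draws. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and limma 3.58.1 as part of edgeR.

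The tests were tested on simulated data in which 200 genes were changed by known fold changes, with 3 samples against 3. Each gene was drawn independently at its own spread. Apart from the GC trend where one was added, the simulated samples lacked the shared axis of spread seen in the real ones. The quasi-likelihood test recovered 91.5% of the 200 genes at the spread of the 405 min tunicamycin comparison, with 6 unchanged genes called, and 67.5% at the spread of the 45 min HS comparison, with 7 unchanged genes called. With a GC trend added to the samples it recovered 40.5%, with 0 unchanged genes called, and the GC offset brought this to 92.5%, with 26 unchanged genes called. At the first of these spreads without a trend, the exact test recovered 93.5%, with 39 unchanged genes called, and the replicate block 90.5%, with 9. With the trend, the exact test recovered 76%, with 1 unchanged gene called, and the replicate block 91%, with 38. Both were more than the quasi-likelihood test recovered. The added trend, however, was nearly the same in same-numbered samples, so the block took it out by construction. Deviations of the real samples did not pair in one direction, so the 91% does not describe the block on them. At the spread of the 45 min HS comparison without a trend, the exact test recovered 79.5%, with 39 unchanged genes called. The replicate block recovered 58% there, with 5 unchanged genes called, less than the 67.5% of the quasi-likelihood test.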

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

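The tests of marker genes, of a response in 2 phases and of library size, the comparison of the spread at the 3 tunicamycin times, and the test of GC content on Ddit3, were chosen only after the result was seen. Comparing the whole profile of changes, counting genes under the GC offset and counting splits were chosen earlier.

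The tunicamycin time points were compared directly. Between 135 and 45 min, 37 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 405 and 135 min 5566 genes did. The replicate block left 0 genes that differ between 135 and 45 min, and leaving out 1 culture gave from 0 to 218, so a difference between these 2 times depends on the fit. Of the 10 splits of the 6 samples, 1 gave as many genes for 135 against 45 min, the real one, and 1 did for 405 against 135 min, also the real one. The same held against the reference, with 1 of 10 splits as large at 45 min (786 genes), 1 of 10 at 135 min (17 genes) and 1 of 10 at 405 min (5960 genes), the real one each time, while the other 9 gave 0. Of these 10 splits, 4 part all same-numbered pairs, and among them too the real split alone gave as many genes. With 10 splits the share cannot fall under 0.1, so counting splits cannot decide on chance, and no conclusion is drawn from it.

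Fewer genes passed at 135 min (17) than at 45 min (786) or 405 min (5960), although 1288 were higher and 1081 lower at an unadjusted p-value under 0.05. Taking out the trend with GC content raised the count at 135 min to 290, still the lowest of the 3 times, so GC content does not account for the order. The 135 min samples had the lowest median library total of the 3 times, 43.4 M reads against 57.8 and 58.8 M, and library size remains a possible explanation. Depth alone does not order the counts, however, since HS at 45 min gave 0 genes with a median of 59.7 M reads. Along the main axis of spread the 3 cultures had a range of 50.2% of that over all samples at 135 min, against 30.8% at 45 min and 11.3% at 405 min, the reverse of the order of the counts. The spread does not order the counts of both stresses either, since HS at 135 min had a range of 85.6% and 941 genes, so neither depth nor spread is singled out. A weaker response at 135 min was not tested across all genes. The 22 erUPR marker genes described below had a median log2 fold change of 0.05 at 135 min. It was 0.42 at 45 min and 3.44 at 405 min, which goes with a weaker response of these genes. The 22 immediate-early genes described below went the other way, at 0.97 against 0.2 and -0.09.

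Ddit3 had a lower level at 135 than at 45 min, with a log2 fold change of -1.38 (standard error 0.271) that did not pass the threshold (adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.18 with the GC trend taken out (adjusted p = 0.151, edgeR) and -1.40 with the replicate block (adjusted p = 0.652, edgeR), where same-numbered samples correlated at -0.321 on average. Because the difference did not pass at the start, its not passing after the GC offset settles nothing about GC content. Herpud1 (log2 fold change -1.45, adjusted p = 0.0368, edgeR, a call lost with the block) was also lower at 135 min, as was Hspa5 (-1.17, adjusted p = 0.0521, edgeR), which did not pass. Of 22 erUPR marker genes, 20 were higher at 45 min (19 to 21 under the other settings), and of 22 immediate-early genes, which respond first to many stimuli, 16 were higher at 135 min under every setting. Without the genes already seen, these were 17 of 19 and 14 of 20. The mark set for exchanged samples was 75% or more of both lists on these sides, and the immediate-early genes, at 72.7%, fell just short of it. Across genes, which are not independent replicates, changes labelled 45 min followed those at 405 min more closely (Spearman's rho 0.45) than changes labelled 135 min did (0.22), a difference of 0.23 that is consistent with an exchange. A response in 2 phases, an early induction of Ddit3 that subsides and returns, would give the same pattern, and the design holds no measure that parts it from an exchange of labels. The samples are reported here as labelled, and the pattern cannot be told apart from a mislabelling or a response in 2 phases. With the GC trend taken out, 19 of the 22 erUPR markers and 16 of the 22 immediate-early genes lay on these sides. That trend, as modelled, therefore does not account for the counts of the 2 lists.

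Of the 22 immediate-early genes, 6 were induced at 135 min of tunicamycin, a set the paper does not discuss: Fos (log2 fold change 2.14), Fosb (2.74), Egr1 (2.18), Egr2 (2.35), Egr3 (2.56) and Nr4a1 (2.46), with adjusted p-values of 0.0128 to 0.0457 by edgeR. All 22 were higher than the reference (20 to 22 under the other settings). The 6 calls are not firm, since with the replicate block 0 genes were induced at 135 min, where every same-numbered pairing correlated positively (0.308 on average), and Fosb and Egr3 each lost their call in 5 of 6 fits that left out 1 culture. Induction was not confined to 135 min: at 45 min 6 of the 22 were induced, Nr4a1 among them (log2 fold change 1.13, adjusted p = 0.0132, edgeR), and at 405 min 7 were induced and 8 repressed, the last including Fos, Egr1, Egr2, Egr3 and Nr4a1. Handling of the cultures, an exchange of labels (16 of the 22 were higher at 135 than at 45 min) and a true delayed response could each give this, and no test here parts them.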

How the results depend on the processing

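All alternatives but the GC offset were chosen before the data were examined, and so were the comparisons. The GC offset, alone and with the replicate block, was chosen after the spread between replicates had been seen. The cause was not tested for any of the changes given here. Counts are genes past an adjusted p-value of 0.05 and hypergeometric p-values are exact.

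Of 292 values of counts and overlaps under other settings, 176 stayed within 1.5 times or on the same side of their test, 106 moved further, 4 became weaker, 1 stronger and 5 reversed. Without the filter, 201 genes were induced by tunicamycin and in the paper's unfolded DD list, an overlap that then passed its test (exact hypergeometric p = 1.44e-05). It was smaller than the 205 genes found with the filter, although tunicamycin induced 3256 genes. The smaller p-value therefore follows from the larger background. With filterByExpr and with DESeq2 size factors, every one of these counts and overlaps held.

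With edgeR's exact test, HS induced 228 and repressed 43 genes at 45 min, induced 1032 and repressed 753 at 135 min, and induced 1076 and repressed 763 at any time. Tunicamycin then repressed 477 at 45 min, and induced 230 and repressed 209 at 135 min. Both stresses induced 514 and repressed 385 genes. Of the paper's unfolded DD list, HS induced 93 and tunicamycin 198, the last below the number expected by chance. HS repressed 6 proteasome genes. For HS135 versus HS45: genes that differ were 98, and for Tu135 versus Tu45: genes that differ were 201.

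The DESeq2 Wald test gave 386 induced and 65 repressed genes for HS at 45 min, 1232 and 927 at 135 min, and 1326 and 937 at any time. For tunicamycin it gave 972 and 871 at 45 min, and 329 and 336 at 135 min. Both stresses induced 696 and repressed 487 genes, HS induced 114 genes of the paper's unfolded DD list and repressed 6 proteasome genes. For HS135 versus HS45: genes that differ were 403, and for Tu135 versus Tu45: genes that differ were 617.

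Total counts without TMM gave 878 induced and 180 repressed genes for tunicamycin at 45 min and 0 repressed at 135 min, 3 proteasome genes repressed by HS, and 3 genes that differ between the HS times. The shared fit of all 6 groups gave 925 induced and 420 repressed genes for HS at 45 min, 1829 and 1414 at 135 min, and 2101 and 1530 at any time, and 233 and 178 for tunicamycin at 135 min. In that fit both stresses induced 751 and repressed 493 genes, HS induced 172 genes of the paper's unfolded DD list and repressed 15 proteasome genes, and for HS135 versus HS45: genes that differ were 905, and for Tu135 versus Tu45: genes that differ were 105.

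With 1 surrogate variable in the fit of all 6 groups, HS induced 641 and repressed 675 genes at 45 min, 2398 and 2618 at 135 min, and 2522 and 2780 at any time. Tunicamycin induced 1700 and repressed 1580 at 45 min, and 1293 and 1433 at 135 min. Both stresses induced 1478 and repressed 1623. Of the paper's unfolded DD list, HS induced 205 and tunicamycin 289, the last below the number expected by chance. HS repressed 21 proteasome genes. For HS135 versus HS45: genes that differ were 3336, and for Tu135 versus Tu45: genes that differ were 1491.

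With the replicate number as a block, HS induced 0 and repressed 0 genes at 135 min and at any time, and tunicamycin induced 21 and repressed 0 at 45 min, and 0 and 0 at 135 min. Both stresses then induced 0 and repressed 0 genes in common, HS induced 0 genes of the paper's unfolded DD list, 0 of the top 50 genes at 45 min of HS were induced at 135 min, 0 proteasome genes were repressed and 0 genes differed between 135 and 45 min of tunicamycin. The tests kept 2691 induced and 2579 repressed genes at 405 min of tunicamycin with the block. Because the block leaves fewer degrees of freedom, its counts of 0 can reflect lost power.

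The GC offset gave 1407 for HS 135 min: induced genes and 1165 for HS 135 min: repressed genes, and the same for HS any time: induced genes and HS any time: repressed genes. It gave 1003 for Tu 45 min: induced genes, 907 for Tu 45 min: repressed genes, 169 for Tu 135 min: induced genes and 121 for Tu 135 min: repressed genes. The offset gave 699 genes induced by both HS and Tu, 599 genes repressed by both HS and Tu, 122 genes induced by HS and in the paper's unfolded DD list, and 8 proteasome genes repressed by HS. For HS135 versus HS45: genes that differ were 96, and for Tu135 versus Tu45: genes that differ were 261. With the replicate block and the offset together, HS induced 514 and repressed 287 genes at 135 min, and the counts that changed were 310 for Tu 45 min: induced genes, 0 and 0 for tunicamycin at 135 min, 215 genes induced by Tu and in the paper's unfolded DD list (below the number expected), 0 proteasome genes repressed by HS, and 0 genes that differ between 135 and 45 min of tunicamycin.

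Requiring an absolute log2 fold change of at least 1 left 238 induced and 69 repressed genes for tunicamycin at 45 min, 1149 and 1399 at 405 min, and 1232 and 1428 at any time. It left 177 induced and 81 repressed by both stresses, 67 of the paper's unfolded DD list induced by tunicamycin (below the number expected), 0 proteasome genes repressed by HS, and 2679 for Tu405 versus Tu135: genes that differ. With 9980, the number of genes in Supplementary file 2, as background, the 54 genes common to HS and the paper's unfolded DD list no longer passed (exact hypergeometric p = 0.19), and the 205 genes common to tunicamycin and that list fell below the number expected (exact hypergeometric p = 1.0). The lists called here were not cut to those genes, so both changes follow at least partly from the smaller background alone and are no evidence against the overlaps.

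Across the fits that each left out 1 replicate, HS at 45 min induced from 0 to 2737 and repressed from 0 to 3049 genes, and HS at 135 min induced from 10 to 1535 and repressed from 0 to 932. Tunicamycin induced from 55 to 1391 and repressed from 3 to 1108 at 45 min, and from 0 to 49 and from 0 to 12 at 135 min. HS at any time induced from 10 to 2907 and repressed from 0 to 3192, both stresses induced from 4 to 1138 and repressed from 0 to 1215, and the overlap with the paper's unfolded DD list ran from 2 to 252 for HS and from 142 to 313 for tunicamycin. From 9 to 48 of the top 50 genes at 45 min of HS were induced at 135 min, and HS induced from 0 to 3 and repressed from 0 to 22 proteasome genes. From 0 to 2 genes differed between the HS times, from 0 to 218 between 135 and 45 min of tunicamycin, and from 3547 to 8126 between 405 and 135 min.

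Of 979 log2 fold changes of named genes under other settings, 848 kept their direction and side of the threshold, 37 became weaker, 73 stronger and 21 reversed, 1 of the last from 0.63 (Ubb at 45 min of HS) and the others from values between -0.11 and 0.18. With 1 surrogate variable, the log2 fold change of Ubb, HS 45 min, was -0.01, the log2 fold change of Ubb, Tu 45 min, was -0.07, the log2 fold change of Cdkn1a, HS 45 min, was 0.11, the log2 fold change of Cdkn1a, Tu 135 min, was 0.02 and the log2 fold change of Hmox1, Tu 135 min, was -0.03. The log2 fold change of Psmb3, Tu 405 min, was -0.01 with filterByExpr, -0.00 with the DESeq2 Wald test and with DESeq2 size factors, -0.10 with total counts, -0.02 in the fit of all 6 groups and -0.05 with 1 surrogate variable. The log2 fold change of Gclc, Tu 45 min, was 0.10 with total counts, and the log2 fold change of Gclc, Tu 405 min, was 0.01 without the filter and 0.06 with the GC offset, with or without the block. With 1 surrogate variable, the GC offset, and the offset with the block, in this order, the log2 fold change of Gclm, HS 45 min, was 0.37, 0.47 and 0.44, and the log2 fold change of Hspa8, HS 45 min, was 0.03, 0.31 and 0.30.

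With 1 replicate left out, the direction of 19 of 534 log2 fold changes of named genes reversed. The ranges of these genes were -0.08 to 0.17 for Ubb at 45 min and -0.32 to 0.08 at 135 min of tunicamycin, -0.00 to 0.18 for Mdm2 at 45 min of tunicamycin, -0.07 to 0.03 for Psmb3 at 405 min of tunicamycin, -0.23 to 0.04 for Cdkn1a at 45 min of HS, -0.06 to 0.06 for Cdkn1a at 135 min of tunicamycin, -0.06 to 0.44 for Zfand2a at 45 min of HS, -0.05 to 0.29 for Hmox1 at 135 min of tunicamycin, -0.05 to 0.03 and -0.13 to 0.06 for Gclc at 45 and 405 min of tunicamycin, -0.27 to 0.00 for Gclm at 45 min of HS and -0.03 to 0.30 for Hsp90ab1 at 45 min of HS. Of 408 other counts under other settings, 283 stayed within 1.5 times and 125 moved. Depth limits genes near the floor of 3 reads, which corresponds to 0.0451 to 0.0898 CPM.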

Differences from the paper's values

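All tests were chosen before these differences were seen, and the GC offset is the only setting chosen after seeing the values. An alternative is said to reach the paper's value where the values differ by no more than 1.5 times. Of the 44 values compared, 29 did not differ by these measures, and the log2 fold changes correlated with those of the paper's Supplementary file 2 at 0.9998 to 0.9999 across 1698 genes. These are the genes read of the 9980 that it holds. EdgeR's exact test reached the paper's value for most of the values that differed.

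At 45 min of HS, 0 genes were induced, where the paper's count is 186, and 0 were repressed, where the paper's count is 26 (1568 higher and 912 lower at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, only edgeR's exact test reached the paper's count of induced genes, with 228, and none reached its count of repressed genes. At 135 min of HS, 336 genes were repressed, where the paper's count is 579, a count reached without the filter, with edgeR's exact test, with total counts and without replicate 2 at 135 min of HS, but not with the other 12 alternatives. Grouped over the times, HS repressed 336 genes, where the paper shows about 580 in Figure 3B, read by eye, and the same 4 of 19 alternatives reached it.

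At 135 min of tunicamycin, 16 genes were induced and 1 was repressed, where the paper's counts are 211 and 184. Of the alternatives set before the data were examined, edgeR's exact test (230 and 209) and the shared fit of all 6 groups (233 and 178) reached both, and the other 14 reached neither. The GC offset, chosen after seeing the values, reached the induced count with 169 for Tu 135 min: induced genes.

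Both HS and tunicamycin induced 292 genes, where the paper shows about 440 in Figure 3B, read by eye. Fits without the filter, with filterByExpr, with edgeR's exact test and without replicate 1 or replicate 2 at 135 min of HS reached it, and the other 24 alternatives did not. Both repressed 156, where the paper shows about 300 in Figure 3B, read by eye, and edgeR's exact test and the fits without replicate 1 or replicate 2 at 135 min of HS reached it, of 29 alternatives.

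HS induced 54 genes of the paper's unfolded DD list, where the paper's overlap is 105. EdgeR's exact test (93), the DESeq2 Wald test (114) and the fit without replicate 1 at 135 min of HS reached it, and the other 17 alternatives did not. The GC offset, chosen after seeing the values, gave 122 genes induced by HS and in the paper's unfolded DD list and so also reached it. The exact hypergeometric p of this overlap was 0.00428, where the paper's is 3.00e-7, and none of 20 alternatives set before the data were examined came within 1.5 times of it, although the fits without replicate 1 at 135 min and without replicate 3 at 45 min of HS gave smaller values (2.48e-08 and 9.53e-10). For tunicamycin and the paper's unfolded DD list the exact hypergeometric p = 0.174, where the paper shows about 0.72 in Figure 4A, read by eye. EdgeR's exact test, 1 surrogate variable with all 6 groups, an absolute log2 fold change of at least 1 and the background of Supplementary file 2 (to which the lists were not cut) reached it, of 23 alternatives. The GC offset, chosen after seeing the values, also reached it for genes induced by Tu and in the paper's unfolded DD list, alone (exact hypergeometric p = 0.510) and with the replicate block (exact hypergeometric p = 0.575).

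HS repressed 1 proteasome gene, where the paper's count is 3, reached with total counts and without replicate 2 at 135 min of HS, of 19 alternatives. Of the paper's top 50 genes at 405 min of unfolded DD, 6 were induced at 135 min of HS, where the paper's count is 13. EdgeR's exact test, the DESeq2 Wald test, the shared fit of all 6 groups with and without 1 surrogate variable, and the fit without replicate 1 at 135 min of HS reached it, of 16 alternatives, as did the GC offset, chosen after seeing the values, with 14 of the paper's top 50 DD 405 min genes induced at HS 135 min. Of the top 50 genes at 45 min of HS, 1 was in the paper's induced list at 405 min of unfolded DD, where the paper's count is 2. EdgeR's exact test, the DESeq2 Wald test, the shared fit with and without 1 surrogate variable, the replicate block and the fits without replicate 2 or replicate 3 at 45 min of HS reached it, of 16 alternatives, as did the GC offset, alone or with the block, chosen after seeing the values (3 genes). Of the same 50 genes, 3 were in the paper's repressed list at 405 min, where the paper's count is 11, and only edgeR's exact test reached it, with 8, of 16 alternatives.

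The paper states that Ubb rose under every stress, whereas under HS its log2 fold change was 0.63 and 0.95 at 45 and 135 min (adjusted p = 0.265 and 0.0898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed only at 405 min of tunicamycin. Hsp90ab1 is among the chaperone genes the paper calls induced by HS, and its log2 fold change at 135 min was 1.05 (adjusted p = 0.0574, edgeR). The paper describes Hspa5 as induced by tunicamycin, and at 135 min its log2 fold change was -0.72 (adjusted p = 0.135, edgeR), against 3.73 at 405 min.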

Other observations

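The tests of the axis of spread, and those of library size and of the largest genes for the split of the heated cultures, were chosen only after the result was seen. Those of the GC offset, of Hsph1 in that split, of histone and short genes and of the paper's unfolded DD changes were chosen earlier.

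Of the spread of samples around their group means over 11142 genes, 73.9% lay along a single axis of genes. The weights of the genes on it followed transcript GC content (Spearman's rho 0.70 across 11047 genes, 99.1% of the set) and not transcript length (rho -0.15), and genes are not independent replicates. The library total and the share of reads on the 10 largest genes were taken as deviations from their group means, as the positions are. Over 18 samples, the position on the axis was related weakly to the library total (Pearson r -0.459, permutation p = 0.054, Benjamini-Hochberg adjusted value 0.054; Spearman rho -0.470, permutation p = 0.049, adjusted value 0.049), with r -0.478 without the 2 farthest samples. It followed the share of reads on the 10 largest genes (Pearson r 0.913, permutation p = 2e-05, adjusted value 4e-05; Spearman rho 0.895, permutation p = 2e-05, adjusted value 4e-05), with r 0.920 without the 2 farthest samples. These were 2 relations in the family, both two-sided, and the share and the axis come from the same counts. The permutations moved values freely between groups, although deviations within a group are not independent, so the permutation p-values may be too small. No sequencing batch is given for the samples, so within-batch values could not be computed. The range of the 3 reference cultures was 21.7% of the range over all samples, and that of the heated cultures 85.3% at 45 min and 85.6% at 135 min, which is consistent with a response to stress that differs between cultures. The 405 min tunicamycin cultures, however, had a range of 11.3%, although 5960 genes had changed. A batch of library preparation is a candidate explanation that cannot be told apart, since 0 labels name the library protocol of a sample. GC content, the largest genes, such a batch and a variable stress response all remain, and so does library size, to which the relation was weak.

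At 45 min of HS, 0 genes passed the threshold, while 2480 genes had an unadjusted p-value under 0.05. With the GC trend taken out, the count was still 0, so the trend as modelled does not by itself account for it. A GC effect that the offset does not capture is not excluded. On simulated data with the spread of this comparison, the same test recovered 67.5% of 200 changed genes. That simulation drew each gene independently and lacked the shared axis of spread, so this share does not give the power in the real samples. With a GC trend added, at the spread of the 405 min tunicamycin comparison, the test recovered 40.5%. The count of 0 depends on the test, since edgeR's exact test gave 228 induced and 43 repressed genes with all cultures kept. Without replicate 3 at 45 min of HS, the quasi-likelihood test gave 2737 induced and 3049 repressed genes. Leaving out any other culture gave 0 and 0, so with this test the count of 0 also depends on that replicate 3. It had the lowest position of all 18 samples on the axis described above (-0.67, against 0.25 and 0.42 for replicates 1 and 2), and its changes from the reference mean did not follow GC content (Spearman's rho 0.01, against 0.60 and 0.58), but why it differs was not established. All 10 of the 10 splits of the 6 samples gave 0 genes. By the unadjusted count, 1 other split was larger, with 4411 genes, and none of the other 3 splits that part all same-numbered pairs was. At 135 min of HS, 1 of the 10 splits gave as many genes (941), the real one, and the other 9 gave 0. Among the 4 splits that part all same-numbered pairs the real one also stood alone. With 10 splits a share under 0.1 cannot be reached, so counting splits cannot decide on chance, and no conclusion is drawn from it.

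Comparing 135 with 45 min of HS, 0 genes differed, with 1481 genes at an unadjusted p-value under 0.05, so that all 10 of the 10 splits gave as many genes. A split of HS replicates 1 and 2 at 45 min with replicate 2 at 135 min from the other 3 heated cultures gave 4084 genes, and it does not part all same-numbered pairs. With the GC trend taken out it still gave 1985, or 48.6%, so GC content explains part of it at most. Exchanged labels were tested with Hsph1, whose level in replicate 3 at 45 min was 0.40 times that in replicate 2 at 135 min, against what exchanged samples would show. Library totals ran from 54.3 to 59.7 M reads on the first side and from 61.8 to 65.5 M on the other, so library size remains possible. The share of the 10 largest genes overlapped, from 10.04% to 11.41% on the first side and from 7.82% to 10.1% on the other. No biological explanation was tested.

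Under HS at 135 min, 1 proteasome gene, Psmb3, was repressed. Taking out the GC trend with the offset raised the number of repressed proteasome genes, as given above, and Psmb3 was still among them. The offset hardly moved its value: the log2 fold change of Psmb3, HS 135 min, was -0.93 (adjusted p = 0.0355, edgeR) before and -0.86 (adjusted p = 0.0236, edgeR) after, and -0.88 with the block as well (adjusted p = 0.0513, edgeR), which did not pass. The trend as modelled therefore explains little of the fall, and a GC effect that the offset does not capture is not excluded. Of the 9980 genes in the paper's Supplementary file 2, only 1698 were read, and 1658 of those (97.64%) had a GC content. Across these genes, the paper's own log2 fold changes for unfolded DD at 405 min followed GC content with a Spearman's rho of 0.47. The same measure was 0.49 and 0.10 at 45 and 135 min of unfolded DD, 0.56 and 0.41 at 45 and 135 min of HS, and 0.02, 0.36 and 0.12 at 45, 135 and 405 min of tunicamycin, so that the unfolded DD values did not follow GC content at every time. Because the samples behind these values are not analysed here, the pattern at 405 min cannot be told apart from a GC bias of the libraries, and a true response of GC-rich genes could give the same value.

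Rmrp and Rpph1, genes of small RNAs without a poly(A) tail, were induced at 135 min of HS, in libraries made from poly(A) RNA. The log2 fold change was 6.59 for Rmrp (63.1 ± 55.4 against 0.645 ± 0.318 CPM, SD, n = 3; standard error 1.09, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.12 for Rpph1 (18.4 ± 15.9 against 0.523 ± 0.240 CPM, SD, n = 3; standard error 0.934, adjusted p = 0.024, edgeR). The SD between heated cultures was nearly as large as the mean. With the replicate block 0 genes were induced at this time, so both calls were lost. More RNA without a tail in the libraries would raise replication-dependent histone genes too, but the median log2 fold change of 31 of them was -0.22, at percentile 3.8 of 10000 random lists matched on mean expression. Short transcripts in general did not rise either, since 59 genes with a transcript under 500 bases had a median of -0.22, at percentile 0.7. Of these genes 3 and 2 passed the threshold. The tests gave no sign of either explanation, but histone mRNA may itself fall under heat, which was not tested, so a carry-over of RNA without a tail is not excluded. Others, such as a batch of library preparation, were not tested either, and the hypothesis that heat leads to tails on these RNAs may be examined in other data.

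At 135 min of HS, 13 of 22 erUPR marker genes were induced, Hspa5, Ddit3 and Atf3 among them, and 20 of 22 were higher than the reference (20 to 21 under the other settings). The replicate block left 0 genes induced at this time. Of the 22 genes at 45 min of HS, 0 were induced, with 8 higher and 1 lower at an unadjusted p-value under 0.05. The cause was not tested.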
